# Molecular conservation of estrogen-response associated with cell cycle regulation, hormonal carcinogenesis and cancer in zebrafish and human cancer cell lines

**DOI:** 10.1186/1755-8794-4-41

**Published:** 2011-05-16

**Authors:** Siew Hong Lam, Serene GP Lee, Chin Y Lin, Jane S Thomsen, Pan Y Fu, Karuturi RK Murthy, Haixia Li, Kunde R Govindarajan, Lin CH Nick, Guillaume Bourque, Zhiyuan Gong, Thomas Lufkin, Edison T Liu, Sinnakaruppan Mathavan

**Keywords:** zebrafish, microarray, estrogen, anti-estrogen ICI 182,780, estrogen-responsive genes, signaling pathways, carcinogenesis, human cancer cell lines, molecular conservation, model organism

## Abstract

**Background:**

The zebrafish is recognized as a versatile cancer and drug screening model. However, it is not known whether the estrogen-responsive genes and signaling pathways that are involved in estrogen-dependent carcinogenesis and human cancer are operating in zebrafish. In order to determine the potential of zebrafish model for estrogen-related cancer research, we investigated the molecular conservation of estrogen responses operating in both zebrafish and human cancer cell lines.

**Methods:**

Microarray experiment was performed on zebrafish exposed to estrogen (17β-estradiol; a classified carcinogen) and an anti-estrogen (ICI 182,780). Zebrafish estrogen-responsive genes sensitive to both estrogen and anti-estrogen were identified and validated using real-time PCR. Human homolog mapping and knowledge-based data mining were performed on zebrafish estrogen responsive genes followed by estrogen receptor binding site analysis and comparative transcriptome analysis with estrogen-responsive human cancer cell lines (MCF7, T47D and Ishikawa).

**Results:**

Our transcriptome analysis captured multiple estrogen-responsive genes and signaling pathways that increased cell proliferation, promoted DNA damage and genome instability, and decreased tumor suppressing effects, suggesting a common mechanism for estrogen-induced carcinogenesis. Comparative analysis revealed a core set of conserved estrogen-responsive genes that demonstrate enrichment of estrogen receptor binding sites and cell cycle signaling pathways. Knowledge-based and network analysis led us to propose that the mechanism involving estrogen-activated estrogen receptor mediated down-regulation of human homolog *HES1 *followed by up-regulation cell cycle-related genes (human homologs *E2F4, CDK2, CCNA, CCNB, CCNE*), is highly conserved, and this mechanism may involve novel crosstalk with basal AHR. We also identified mitotic roles of polo-like kinase as a conserved signaling pathway with multiple entry points for estrogen regulation.

**Conclusion:**

The findings demonstrate the use of zebrafish for characterizing estrogen-like environmental carcinogens and anti-estrogen drug screening. From an evolutionary perspective, our findings suggest that estrogen regulation of cell cycle is perhaps one of the earliest forms of steroidal-receptor controlled cellular processes. Our study provides first evidence of molecular conservation of estrogen-responsiveness between zebrafish and human cancer cell lines, hence demonstrating the potential of zebrafish for estrogen-related cancer research.

## Background

Estrogen is known to be carcinogenic and there are several mechanisms postulated for its carcinogenic and tumor-promoting effects. One of the most widely acknowledged mechanism of estrogen carcinogenicity is the multiple estrogen-receptor signal-transduction pathways associated with increased cell proliferation and inhibition of apoptosis [1-3]. This could involve the direct genomic action of estrogen binding to nuclear estrogen receptors (ERα and/or ERβ), which then bind as dimers to estrogen-response elements (ERE) in the regulatory regions of estrogen-responsive genes in association with various basal transcription factors, coactivators, and corepressors to alter expression of genes involving in cell cycle control [1] and other tumor-promoting factors such as vascular endothelial growth factor [4]. Moreover, via non-genomic action, estrogen can also cause activation of protein kinases, including mitogen-activated protein kinases, and rapidly increases the levels of secondary messengers, such as cyclic AMP that can cross-talk with other growth factors (epidermal growth factor receptor and insulin-like growth factor 1 receptor) and signaling pathways, that are important in estrogen-dependent cell cycle regulation [2,3]. Another potential mechanism is via estrogen metabolism whereby oxidative metabolites of estrogen are shown to have genotoxic (formation of DNA adducts and oxidative DNA damage), mutagenic, transforming, and carcinogenic effects [5,6]. In addition, estrogen has been shown to cause over-expression of centrosome kinases (Aurora A and B) and centrosome amplification which can lead to chromosomal instability resulting in aneuploidy in early tumor foci that precipitates oncogenesis [7]. These evidences along with cancer epidemiological data of reproductive tissues had supported the classification of estrogen as a carcinogen.

The zebrafish is emerging as a cancer model that offers the high-throughput advantage of an in vitro model as well as the whole-animal physiology environment of an in vivo model [8]. The potential of zebrafish as a cancer model is derived from its strength as an experimental system for developmental biology and toxicology. Being a vertebrate, many of the developmental and physiological processes are conserved between zebrafish and mammals, from the anatomical level to the molecular level. Although zebrafish do not have certain organ-tissues or glands (e.g. mammary and prostate) found in mammals, similar molecules and signaling pathways involved in carcinogenesis may still be operating in human neoplasms. Hence, zebrafish is known to be susceptible to carcinogens affecting humans and develop a wide spectrum of cancers resembling human malignancies [8,9]. Moreover, the high amenability of zebrafish to various molecular techniques and genetic manipulation, coupled with a vast genome resources including a near complete genome sequence and gene expression platforms (e.g. microarray and RNA sequencing) has empowered zebrafish with versatility for various cancer research [10-12]. From inducing tumors driven by oncogenes in specific tissues and fluorescent imaging of tumorigenesis in living transgenic zebrafish to screening of chemical and genetic modifiers of cancer, the zebrafish model can be used for addressing basic tumor biology and high-throughput drug screening applications. The zebrafish has also been employed for toxicological characterization of environmental carcinogens and endocrine disruptors that could pose public health-risks [13,14].

As part of our research endeavor to explore the potential of using zebrafish for modeling estrogen-related cancer research (such as estrogen-induced carcinogenesis, estrogen-responsive cancer model and for screening of estrogen receptor modulators), we performed microarray experiments on zebrafish exposed to estrogen 17β-estradiol (E2) and, a combination of E2 and anti-estrogen ICI 182,780 (E2+ICI). Although zebrafish is known to be responsive to estrogen and contain estrogen receptors similar to human ERα and ERβ and their developmental expression patterns had been characterized [15-17], it has not been demonstrated whether the estrogen-responsiveness in terms of genes and signaling pathways are similar to those operating in estrogen-responsive human cancer cells. In this study, we first identified estrogen-responsive genes in zebrafish that were sensitive to both estrogen and anti-estrogen. By human homology mapping and knowledge-based data mining, we found that many of the genes were associated with cell cycle, DNA replication, DNA damage and repair and cancer. By comparing with estrogen-responsive human cancer cell lines, we identified a core set of conserved estrogen-responsive genes that have significant enrichment of ER binding sites as well as cell cycle signaling pathways. Further, network analysis reveals mechanistic insights into a conserved estrogen-mediated cell cycle regulation and signalling pathway. This study provides the first molecular evidence of conserved estrogen-responsiveness between zebrafish and human cancer cell lines, further demonstrating zebrafish's potential for estrogen-related cancer research.

## Methods

### Experimental design

Experimental procedures were performed within the guidelines of National University of Singapore's Institutional Animal Care and Use Committee. A batch of healthy adult males were exposed to the medium containing 17β-estradiol (E2; Sigma-Aldrich; 10 nM final concentration) and an equal number of males were exposed to the medium containing a combination of E2 (10 nM) and ICI 182,780 (Tocris Cookson) (1 μM final concentration). Control fishes (males) were maintained in water containing 0.01% (v/v) ethanol (ethanol control; ethanol was used to dissolve E2 and ICI). The final ethanol concentration in the control was similar to those in medium with E2 or E2+ICI. Four replicates were maintained for each treatment. Control and experimental animals were maintained in their respective medium for 96 hours and the medium was changed every day during the course of the experiment. Upon completion of the experiment at 96 hours, the fish were snapped frozen in liquid nitrogen and stored at -80°C for subsequent analysis.

### Experimental samples and RNA extraction

Total RNA was extracted from individual frozen fish belonging to control and experimental samples (ethanol control, E2 and E2+ICI treated). Frozen samples were homogenized to a crude powder form in a pre-cooled mortar and pestle. During the grinding, the sample was kept in frozen condition by adding liquid nitrogen to the sample in the mortar. Partially homogenized sample was transferred to a pre-cooled sterile graduated falcon tube containing appropriate amount of Trizol reagent (Invitrogen, USA) and homogenized completely using a motorized homogenizer. Total RNA was extracted from the samples using Trizol reagent according to manufacturer's instructions. Subsequently RNA was purified using Qiagen column and the quality was evaluated using gel electrophoresis. Reference RNA was prepared from equal amount of male and female total RNAs extracted from pooled liver from male and female fish, respectively. Sufficient amounts of reference RNA required for the entire project was prepared at one time and stored as 100 μl aliquots at -80°C.

### Zebrafish microarray and data processing

Compugen microarray set (Compugen, USA) containing 16,416 oligonucleotide probes representing zebrafish genes was used in this study. Briefly, the oligonucleotide probes were spotted onto poly-L-lysine coated microscope slides using a custom-built DNA microarrayer and post-processed following the standard procedures previously described [18]. Sample and reference RNA were reverse transcribed in the presence of Cy3-dUTP and Cy5-dUTP (Amersham Inc.), respectively, to fluorescently label the target cDNAs. The arrays were hybridized following the strategies described in [52]. A minimum of three good hybridizations were selected for the analysis. The signal intensities of Cy5 and Cy3 dyes in each spot and the local background were measured using the GenePix 4000B microarray scanner (Axon Instruments, USA) to calculate the net intensity of each spot for analysis. Microarray data from GenePix image analysis software (i.e gpr files) were subjected to Lowess normalization. There were 4 control (ethanol controls) samples, 3 samples treated with E2 and 3 samples treated with E2+ICI in the normalized data, respectively. The good arrays were selected based on scatter plot analysis.

Significance Analysis of Microarrays (SAM) was used to identify the prominent signals for the two kinds of treatments as previously described [19]. To boost the power of the test, we applied 3-class SAM on the whole array by excluding spots with more than 6 missing values. As a result, 1610 out of 16416 genes were selected at q-value < 8%. 

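The transcript of ppp2r1bb, which encodes a scaffold subunit of protein phosphatase 2A, averaged -3.39 ± 0.23 in control, 1.28 ± 0.12 in E2 and -0.78 ± 0.48 in E2+ICI fish. The values of igfbp1a, an insulin-like growth factor binding protein, ran the other way, with 0.46 ± 0.33 in control, -1.90 ± 0.02 in E2 and -0.52 ± 0.08 in E2+ICI fish; its control replicate 4 stood at 0.96 and the other controls at 0.26 to 0.32. Those of epgn, which encodes the epidermal growth factor receptor ligand epigen, were 1.19 ± 0.26 in control, -1.56 ± 0.12 in E2 and -0.11 ± 0.35 in E2+ICI fish. In each of these 3 genes every pair of groups differed, with adjusted p = 0.00176, 0.00407 and 0.00498 for E2+ICI against E2 (limma). Among the 16208 probes tested, 4867 differed among the 3 groups at an adjusted p under 0.05 by limma's moderated F test. With arrays weighted by their own spread the count was 7358. SAM over the 3 groups, coded anew with 100 permutations and run on the same probes, gave 5044 probes at a q-value under 0.05 and 6430 at a q-value under 0.08, the latter threshold being added after the data had been seen. The q-value of the probe at rank 1610 was 0.00955.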

Subsequently, estrogen-responsive genes were identified by analyzing the expression values for the samples treated with E2 and E2+ICI with respect to control samples using 2-class SAM. 

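Claudin gene cldnd, of the tight junctions, averaged -5.78 ± 0.74 in control, 0.48 ± 0.11 in E2 and -0.39 ± 0.46 in E2+ICI fish, a rise of log2 6.27 in E2 (SE 0.35, adjusted p = 7.15e-07) and of 5.40 in E2+ICI fish (SE 0.35, adjusted p = 7.20e-06), with 1 array at that array's repeated value. The levels of hmgn1b, a nucleosome-binding protein, were 1.27 ± 0.59 in control, -1.09 ± 1.1 in E2 and -0.81 ± 0.49 in E2+ICI fish; it fell by 2.36 on the log2 scale in E2 fish (SE 0.47, adjusted p = 0.00248). Pentraxin ptx3a, a secreted protein of innate immunity, averaged 1.32 ± 0.42 in control, -0.02 ± 0.05 in E2 and -0.44 ± 0.39 in E2+ICI fish and fell by 1.75 on the log2 scale in E2+ICI against control (SE 0.24, adjusted p = 0.000691). Against control, 5773 probes passed in E2 fish, 3104 higher and 2669 lower (53.8% higher). In E2+ICI fish 1939 passed, 1446 higher and 493 lower (74.6% higher). With quantile normalization between arrays the E2+ICI split was 550 higher and 477 lower (53.6% higher). The E2+ICI count was 1089 without E2+ICI replicate 1 and 897 without E2+ICI replicate 3. 2-group SAM at a q-value under 0.05 gave 4708 probes for E2 and 1130 for E2+ICI. Both comparisons use the control arrays, and 1362 probes were higher in both, where independent lists would share 276.9, simulated fish without any effect gave 0 and comparisons that each used other controls gave 301 to 1069. The latter comparisons had fewer control arrays each, which can lower such counts too. For probes lower in both, 432 were counted, with 81.2, 0 and 12 to 201 on the same measures, and 3 probes changed in opposite directions. The covariance of the log2 fold changes was 0.507, against 0.0253 in the simulation and 0.41 to 0.493 with separate controls.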

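Retinoid X receptor gene rxrba averaged -6.03 ± 0.95 in control, 1.04 ± 0.84 in E2 and -0.27 ± 0.51 in E2+ICI fish, a rise of log2 7.06 in E2 fish (SE 0.51, adjusted p = 2.55e-06, 134-fold), with 1 array at that array's repeated value; a second rxrba probe gave -0.29 and did not pass. The uncharacterized gene zgc:111868 rose by log2 6.88 in E2 fish (SE 0.34, adjusted p = 4.05e-07, 118-fold). Hemopexin gene hpxb, whose product binds heme in plasma, averaged 2.34 ± 0.35 in control, -1.53 ± 0.05 in E2 and -0.12 ± 0.80 in E2+ICI fish and fell by 3.87 on the log2 scale in E2 fish (SE 0.32, adjusted p = 5.89e-06), the 14.7-fold decrease at the end of the range of the down-regulated genes. Over the 714 tested probes of the up-regulated genes of Additional File 6, the fold change between E2 and control ran from 1.94 to 249, with a median of 4.41; it was under 2 for 3 probes and over 128 for 9. Over the 375 tested probes of the down-regulated genes of Additional File 7, it ran from 1.13 to 14.7, with a median of 2.66, and was under 2 for 22 probes. All 3 E2 arrays lay on the side of all 4 control arrays given by the direction of the list for 714 of the 714 and for 369 of the 375 probes. Chance separates 5.71% of probes when both directions are counted, and fewer in 1 given direction. The study chose these probes on the same arrays, so that their separation is not independent evidence.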

The genes selected following this analysis displayed between 2- to 130-fold differential expressions. A cluster of 715 up-regulated genes were identified which showed significant up-regulation in E2. These genes displayed decreased expression both in the Control and E2+ICI compared to their level of expression in E2. Similarly, another cluster of 376 genes (down-regulated group) were identified which displayed significantly reduced expression in E2 compared to control and E2+ICI. Hence, the genes selected by the above analysis are estrogen-responsive and are sensitive to both E2 and ICI. 

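Among these genes, aspm, which organizes the mitotic spindle, averaged -5.73 ± 1.37 in control, 0.88 ± 0.95 in E2 and -0.75 ± 0.99 in E2+ICI fish, a rise of log2 6.61 in E2 fish (SE 0.71, adjusted p = 4.31e-05), with 2 arrays at those arrays' repeated values; a second aspm probe gave 0.01. Zona pellucida gene zp3a.1, of the egg envelope, averaged -5.94 ± 0.92 in control, 0.64 ± 0.28 in E2 and -0.95 ± 1.04 in E2+ICI fish, a rise of log2 6.58 (SE 0.51, adjusted p = 4.40e-06), with 1 array at that array's repeated value. Of 13 probes of oocyte genes, a list fixed in advance, 12 rose in E2 and 0 fell (12 rose when adjusted over the list alone), with a median log2 fold change of 5.02 (camera, adjusted p = 1.93e-31; adjusted p = 0.000828 with an estimated correlation). The median of this list per array averaged -4.67 ± 0.46 in control, 0.28 ± 0.09 in E2 and -0.63 ± 0.62 in E2+ICI fish, and 11 of its 13 probes are also in the cluster. In E2+ICI against control 11 oocyte probes rose (12 when adjusted over the list alone), with a median log2 fold change of 3.92 (adjusted p = 1.23e-43; adjusted p = 2.76e-05 with an estimated correlation). Of the 714 probes of the up-regulated cluster, 714 passed for E2 against control, also when adjusted over the list alone, and 585 passed in the same direction for E2+ICI against control. The E2+ICI mean lay between the control and the E2 mean for 709 of them and below the control mean for 5. The study selected the cluster on these arrays, so that the counts are not independent evidence.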

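Antithrombin gene serpinc1 averaged 0.78 ± 0.86 in control, -0.96 ± 0.21 in E2 and 0.05 ± 0.15 in E2+ICI fish and fell by 1.74 on the log2 scale in E2 fish (SE 0.37, adjusted p = 0.00375). For transferrin gene tfa, whose product carries iron in plasma, the levels were 0.05 ± 0.34, -1.18 ± 0.06 and -0.28 ± 0.45 in the same order (log2 fold change in E2 -1.23, SE 0.23, adjusted p = 0.00176), with 3 arrays at those arrays' repeated values. Sugar transporter gene slc2a5 fell by 2.62 on the log2 scale (SE 0.62, adjusted p = 0.00708), and bcor, a corepressor of BCL6, fell by 2.81 (SE 0.48, adjusted p = 0.00127) with control replicate 4 at 0.31 and the other controls at 2.13 to 2.43. Of 10 probes of plasma proteins made by liver, a list fixed in advance, 4 fell and 1 rose in E2 fish (4 and 2 when adjusted over the list alone), with a median log2 fold change of -0.82. The camera test of this list gave an adjusted p of 0.0437, but adjusted p = 0.311 with an estimated correlation. Its adjusted p was also 0.0669 with only the 2 groups compared, and 0.0505 without control replicate 2, 0.0821 without control replicate 3, 0.0562 and 0.0509 without E2 replicates 1 and 2, and 0.0536, 0.0593 and 0.0533 without E2+ICI replicates 1, 2 and 3. The oocyte gene cpeb1b, a regulator of translation, rose by log2 5.35 (SE 0.27, adjusted p = 4.44e-07) in the same E2 fish. Of the 375 tested probes of the down-regulated cluster, 368 passed for E2 against control (369 when adjusted over the list alone), and for E2+ICI against control 157 passed in the same and 8 in the opposite direction. The E2+ICI mean lay between the E2 and control means for 342 probes and beyond the control mean for 33. The cluster was selected on these arrays and is not independent evidence.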

Datasets extracted using the above statistical analysis were clustered and visualized as previously described [19]. The array data has been submitted to Gene Expression Omnibus database and the accession number is GSE27707.

### Quantitative Real-time PCR (qRT-PCR)

Transcription dynamics observed in the microarray experiments was validated using quantitative real time PCR (qRT-PCR) for a selected subset of up and down-regulated genes. The GeneBank Accession and primers used for qRT-PCR are given in the Additional File 1. Gene specific primers were designed using Primer Express software (version 3.0; Applied Biosystems). The strategy was to select two exons with a large intronic junction, and then the primer was designed across the junction to ensure the amplification is from the cDNA and not from genomic DNA. Total RNA extracted from the experimental samples were treated with RNAse free DNAse (Ambion, Austin, USA) to eliminate the contamination of genomic DNA and about 1ug of RNA was reverse-transcribed into cDNA using High-Capacity cDNA Reverse Transcription Kit (using random primers; Applied Biosystems). ABI system 7900HT Fast Real-Time PCR machine with 384 well formats was used for the analysis. Fluorescent nucleic acid dye SYBR green I (Applied Biosystems) was used for detection. Samples were tested in quadruplicates. The reaction mix without template served as negative control and beta actin served as positive control. The results were analyzed using Sequence Detection Software (version 2.3) and SDS-RQ manager (version 1.2; Applied Biosystems).

### Mapping of zebrafish estrogen responsive genes to human homologues

Most of the functional group and pathways enrichment analysis software use human UniGene Ids as one of the input source data. For comparative purpose between zebrafish and human cancer cell lines, we had to identify human homolog for the zebrafish estrogen-responsive genes. The zebrafish estrogen-responsive genes with GenBank accession numbers were clustered into UniGenes http://www.ncbi.nlm.nih.gov/unigene/ and these UniGenes were mapped to the HomoloGene database http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?CMD=search&DB=homologene; Human UniGene build 200; HomoloGene Build 56) to obtain their human homologs. We have created a web-based tool http://123.136.65.67/ to map the zebrafish UniGene Ids to human HomoloGene [10]. This facilitate large-scale mapping of zebrafish estrogen-responsive genes to the corresponding human homologs.

### Ingenuity Pathway Analysis (IPA)

Pathways are graphical representations of molecular relationships between selected set of biological entities derived from diverse sources of established information. It is usually made up of nodes and edges where nodes represent biological entities (e.g. genes, proteins, complexes) and edges represent interactions (e.g. induction, inhibition, binding, regulation, phosphorylation etc) between nodes in the pathway. It presents an illustration of a 'focused' view of a biological function or a 'global' view of complex networks that are enriched in large scale microarray data sets. Functional properties and pathway enrichment of the estrogen-responsive genes of zebrafish were generated using Ingenuity Pathways Analysis (IPA; Version 6) (Ingenuity^® ^Systems, http://www.ingenuity.com). Information in this large database were obtained through manual curation peer-reviewed literature and continually updated with information such as modeled relationships between biological entities (genes, proteins, cells, tissues, etc.), canonical pathways and functional categories ("molecular and cellular functions", "disease and disorders" and "physiological system development and functions"). IPA will associate genes from the input dataset for different functional categories and calculate a p-value using the right-tailed Fisher's exact test to assess the statistical significance of the enriched genes for a functional category in relation to the initial input dataset and the total number of genes in the database involved in the function. A p-value < 0.05 indicates statistical significance or non-random association.

### Estrogen responsive element (ERE) and estrogen receptor(ER) binding site analysis

Human homolog of zebrafish estrogen-responsive genes (475 genes) were intersected with estrogen-responsive genes from 4 estrogen-responsive human cancer cell lines [T47D cells [20], MCF7 cells [21] and, MCF7 and Ishikawa cells (Thomsen et al. unpublished data); Additional Files 2, 3, 4, 5]. The human cell line datasets contained the following number of estrogen-responsive genes and were represented by UniGene identifiers: MCF7-1485 genes, T47D-975 genes, Ishikawa-1643 genes and MCF7-1531 genes. The randomization was done using all the human homolog of zebrafish (8056 human UniGene identifiers) generated by mapping all the zebrafish genes in the microarray to HomoloGene database as described earlier. The mapping location of each of the 139 conserved estrogen-responsive genes were retrieved using the University of California Santa Cruz (UCSC) Genome Browser (http://genome.ucsc.edu; May 2004 assembly from the database 'KnownGene and all_mrna'). Of the 139 genes, 133 were could be mapped using the UCSC genome browser. We scanned for scanning ERE motif along 20 kb sequences from the upstream of 5', downstream of 3' and within the gene of the estrogen-responsive genes of zebrafish and scanned for the motif. We also scanned for the ERE motif in the whole genome of zebrafish and analyzed the possible enrichment of ERE motif in the estrogen-responsive genes compared to the whole genome distribution of the motif. In addition, the genes were then scanned for ER-binding site in the neighbourhood (100kbp range) using a combined list of ER-binding sites. The combined list was derived from All-ER binding data for MCF7 cell [21,22], Fun et al 2010 in preparation]. The Binomial test were used to determine the statistical significance of the intersection between datasets as well as the ERE motif and ER-binding site analyses. A p-value < 0.05 indicates statistical significance.

## Results and Discussion

### Identification of zebrafish estrogen-responsive genes via whole-organism transcriptome profiling and qRT-PCR validation

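The transcriptome data come from whole adult male zebrafish kept for 96 hours in water with 0.01% ethanol (control, 4 fish), with 10 nM E2 (3 fish) or with 10 nM E2 and 1 µM of the anti-estrogen ICI (E2+ICI, 3 fish). The titles of the sample records give the E2 concentration as 10 mM, where the methods give 10 nM. RNA of each fish was hybridized to 1 array of 16416 oligonucleotide probes, labelled with Cy3, against a Cy5-labelled reference RNA that the methods describe as equal parts of RNA from pooled male and pooled female liver. The authors subtracted the local background and applied Lowess normalization, and the value of a probe is the log2 ratio of fish to reference. Before Lowess a value of 0 stands for an equal signal in the fish and in the reference. After it, the most repeated value of an array, held by probes with a measured ratio near 1, ran from -0.2859 on control replicate 1 to 0.8437 on E2 replicate 3. The SD over the probes of an array was 0.80 to 1.07 in control, 0.46 to 0.51 in E2 and 0.37 to 0.56 in E2+ICI fish, and the array medians lay between -0.02 and 0.02. Pearson's r between arrays, taken across probes, which are not independent replicates, was 0.687 to 0.902 within control, 0.712 to 0.821 within E2 and 0.647 to 0.804 within E2+ICI fish. Between control and E2 arrays it was -0.0866 to 0.132, between control and E2+ICI arrays 0.283 to 0.696, and between E2 and E2+ICI arrays 0.112 to 0.391. From 196 to 912 probes of an array held no value, and on each array 8 to 373 probes held 1 identical value. The tables analysed hold ratios without spot intensities, so that the signal over background is unknown and only the number of arrays limits the precision that can be stated. The groups were compared with limma in 1 fit to all 10 arrays, over the 16208 probes with at most 6 missing values and at least 2 values in each group. Adjusted p stands for its two-sided p-value after Benjamini-Hochberg adjustment over these probes within a comparison, and a probe passed at an adjusted p under 0.05. In simulated data with these groups, 100 of the 16208 probes were changed by log2 1.0 and 100 by log2 2.0 in E2 fish. For E2 against control limma recovered 62.0% and 97.0% of them. Of probes changed by 1.0 it recovered 42.0% for E2+ICI against control and 24.0% for E2+ICI against E2. With so few changed probes the adjustment is stricter than in the data, so that these shares are not the power reached there. Levels are means ± SD over arrays, with n = 4 control, 3 E2 and 3 E2+ICI fish unless another n is given, and SE is the standard error of a log2 fold change. Symbols in lower case are zebrafish genes named in the annotation of the array, which gives 1 symbol for 6088 probes. Symbols in capitals are the human homologs that Additional File 9 pairs with a probe.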

Estrogen-responsive genes were determined by comparing whole transcriptome profiles of male zebrafish treated with vehicle (control group), E2 and E2+ICI using SAM analysis (Significant Analysis of Microarrays; see [19]). We anticipated that estrogen-responsive genes would be deregulated in response to E2 treatment and the level of deregulation would be partially suppressed or normalized when the anti-estrogen drug ICI is included in the E2 treatment since ICI is known to bind estrogen receptor monomers and prevent dimerization, hence blocking estrogen receptor signalling to targeted genes [23]. Indeed, SAM analysis of zebrafish whole-organism transcriptome profiles identified a total of 1092 estrogen-responsive genes (715 up-regulated and 377 down-regulated) following E2 treatment which were also partially suppressed or normalized in E2+ICI treatment (Figure 1A; Additional File 6 and 7). 

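Arginase gene arg2, which breaks down arginine, averaged 1.44 ± 0.45 in control, -0.88 ± 0.12 in E2 and 0.68 ± 0.13 in E2+ICI fish, a change of -2.32 in E2 and a rise of 1.56 from E2 to E2+ICI (log2, SE 0.22 and 0.24, adjusted p = 1.87e-05 and 0.00635). The probe of epgn likewise rose from E2 to E2+ICI by log2 1.45 (SE 0.21), and that of igfbp1a by 1.38 (SE 0.19). The probe of ppp2r1bb fell by 2.06 on the same scale (SE 0.23). These 4 genes differed between E2+ICI and E2 in each of the 22 other settings tried, as did 29 of the 162 probes of named genes. Between E2+ICI and E2 fish 879 probes passed, 467 higher and 412 lower in E2+ICI (53.1% higher), and 3919 probes had an unadjusted p under 0.05. For this comparison 2-group SAM decides nothing, since with 20 permutations and an estimated share of unchanged probes of 0.545 no q-value can lie below 0.0545. On values before Lowess the split was 145 higher and 241 lower (37.6% higher). The number of probes changed by E2 and changed back by E2+ICI was 821, 400 of them raised by E2 and 421 lowered. Both comparisons share the E2 arrays, and simulated fish without any effect gave 0.15 such probes, while independent lists would share 155.8. The covariance of the log2 fold changes was -0.343, against -0.0335 in the simulation. When the arrays were regrouped with the same group sizes in 100 ways, the real one included, the highest other count was 709. The median of the other counts was 0, and this check was chosen after the result had been seen. Without E2 replicates 1, 2 or 3 the number of probes changed back was 164, 217 or 168. Without E2+ICI replicates 1, 2 or 3 it was 271, 150 or 544, and without control replicate 4 it was 2435. Of the study's genes, 307 of 714 up-regulated and 221 of 375 down-regulated probes passed for E2+ICI against E2 (686 and 328 when adjusted over the list alone, which is not independent evidence), and 523 of the 821 probes are among them. The median share of the E2 change, on the log2 scale, that was removed in E2+ICI fish was 0.405 over the up-regulated probes (0.319 to 0.521 for the central quartiles) and 0.591 over the down-regulated probes (0.454 to 0.779). In simulated E2+ICI fish that did not differ from E2 fish it was 0.0909 and 0.129. Per array it was 0.345, 0.573 and 0.283 for E2+ICI replicates 1, 2 and 3 over the up-regulated and 0.576, 0.721 and 0.526 over the down-regulated probes, and with quantile normalization it was 0.695 for the up-regulated probes. The oocyte gene zp3b averaged -5.38 ± 0.35 in control, 0.19 ± 0.18 in E2 and -0.75 ± 0.49 in E2+ICI fish. From lower values in control and E2+ICI than in E2 fish, and the reverse for the down-regulated group, the paper reasons that the selected genes are estrogen-responsive and sensitive to both E2 and ICI.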

A closer examination of the transcriptome profiles (Figure 1B and 1C) revealed changes of transcript abundance from about 2-fold to 128-fold following E2 treatment. 

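Of the genes of Fig. 1C, trim35-29, of the tripartite motif family, averaged -5.13 ± 0.77 in control and 1.93 ± 0.36 in E2 fish, a 133-fold rise (log2 7.06, SE 0.40, adjusted p = 7.15e-07). RNA-binding protein gene NOVA1 rose 75.6-fold (log2 6.24, SE 0.37, adjusted p = 8.45e-07) and SPIN1, which codes for spindlin, 64.1-fold (log2 6.00, SE 0.68, adjusted p = 5.91e-05). All 10 probes of Fig. 1B and all 10 of Fig. 1C rose in E2 fish, by 1.99-fold to 37.8-fold in Fig. 1B and by 18.3-fold to 235-fold in Fig. 1C. The largest fold, 235, belongs to a probe without a gene name and was 84.4 with quantile normalization between arrays. The study chose these probes for display on the same arrays.

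**Figure D1:**
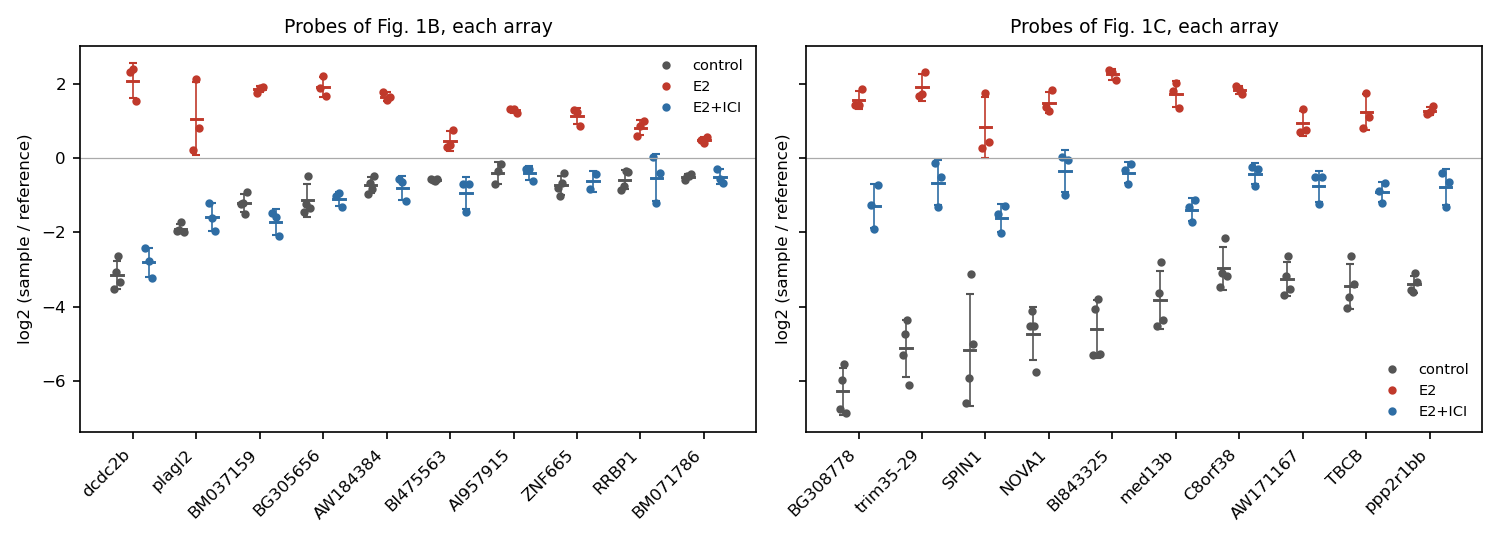
Log2 ratio of sample to reference (vertical axis) of each probe of Fig. 1B (left) and Fig. 1C (right) in control, E2 and E2+ICI fish, with points for arrays and bars for the mean ± SD. The E2+ICI points lie at the control level for Fig. 1B, where the median share of the E2 change removed was 0.994, and between control and E2 for Fig. 1C, where it was 0.404.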

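Doublecortin domain gene dcdc2b, of Fig. 1B, averaged -3.14 ± 0.38 in control, 2.1 ± 0.48 in E2 and -2.81 ± 0.40 in E2+ICI fish, so that E2+ICI differed from E2 by log2 -4.91 (SE 0.30, adjusted p = 1.74e-05) and from control by 0.33 (SE 0.28, adjusted p = 0.488). Zinc finger gene plagl2 averaged -1.90 ± 0.12, 1.07 ± 0.98 and -1.59 ± 0.38 in the 3 groups (E2+ICI against E2 log2 -2.66, SE 0.39, adjusted p = 0.00502). Zinc finger gene ZNF665 averaged -0.72 ± 0.26, 1.15 ± 0.23 and -0.62 ± 0.28 (n = 2) (E2+ICI against E2 log2 -1.76, SE 0.23, adjusted p = 0.00407). Of the genes of Fig. 1C, C8orf38 averaged -2.97 ± 0.57 in control, 1.85 ± 0.11 in E2 and -0.41 ± 0.28 in E2+ICI fish and differed both from E2 (log2 -2.26, SE 0.29, adjusted p = 0.00302) and from control (log2 2.56, SE 0.27, adjusted p = 0.000132). The tubulin folding cofactor gene TBCB averaged -3.45 ± 0.61, 1.24 ± 0.48 and -0.92 ± 0.27 in the 3 groups (E2+ICI against E2 log2 -2.16, SE 0.35, adjusted p = 0.00838); a second probe, annotated tbcb, did not pass for E2 against control (log2 -0.34). In Fig. 1B 10 of 10 probes changed back between E2 and E2+ICI and 0 differed between E2+ICI and control by limma. The share of the E2 change removed had a median of 0.994 (0.895 to 1.34). In Fig. 1C 9 of 10 changed back and 10 differed from control, with a median share of 0.404 (0.295 to 0.561). Of the calls between E2+ICI and E2, 9 in Fig. 1B and 6 in Fig. 1C were made in each of the 22 other settings; that of RRBP1, a ribosome-binding protein, reached an adjusted p of 0.102 without E2 replicate 3 (range 0.00213 to 0.102). With quantile normalization the E2+ICI values of dcdc2b and plagl2 lay at -2.10 and -1.42 from control.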

In a subset of responsive genes, E2+ICI treatment almost completely suppressed or normalized the estrogen-induced transcriptional changes (Figure 1B), while in another sub-set of genes E2+ICI treatment partially suppressed the E2 induced transcriptional changes (Figure 1C). These observations indicate that our microarray experiment successfully captured genes responding (to varying levels) specifically to estrogen and the anti-estrogen treatment.

**Figure 1:**
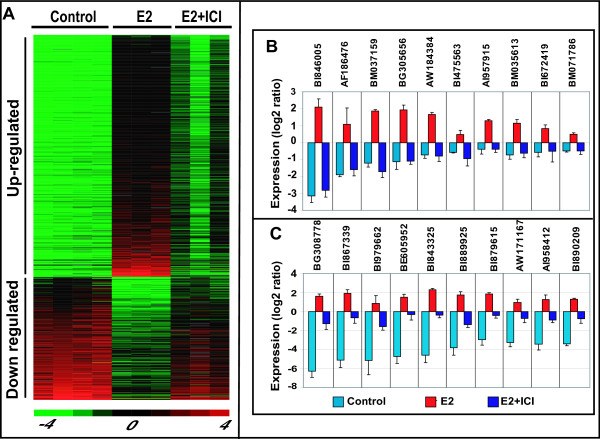
**Expression profile of zebrafish estrogen-responsive genes**. **A**. Total of 1092 estrogen-responsive genes (715 up-regulated and 377 down-regulated) following E2 treatment which are also partially suppressed or normalized in E2+ICI treatment. **B**. Selected estrogen-responsive genes having their estrogen-induced transcriptional changes almost completely suppressed or normalized by E2+ICI treatment. **C**. Selected estrogen-responsive genes having their estrogen-induced transcriptional changes partially suppressed by E2+ICI treatment.

To validate the reliability of the microarray data, we performed qRT-PCR on vitellogenins (*vtg1, vtg3*) and zebrafish homolog of estrogen receptor alpha (*esr1*), which are well known biomarker genes responsive to estrogen[24,25]. 

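On the arrays, vitellogenin gene vtg3, a yolk precursor made by the liver of egg-laying females, averaged -6.44 ± 0.57 in control, 1.22 ± 0.69 in E2 and -0.15 ± 0.21 in E2+ICI fish. The rise in E2 fish was 202-fold (log2 7.66, SE 0.35, adjusted p = 3.17e-07) and in E2+ICI fish 78.7-fold (log2 6.30, SE 0.35, adjusted p = 4.51e-06). On the fold scale ICI thus took the rise from 202-fold to 78.7-fold. Between E2+ICI and E2 fish vtg3 differed by log2 -1.36 (SE 0.37, adjusted p = 0.0564), which did not pass, and the share of the E2 change removed, taken on the log2 scale, was 0.178. Without control replicate 2 or control replicate 4 this difference did pass (adjusted p = 0.0392 and 0.0213), with a range of 0.00709 to 0.198 over all alternatives. The aspartic protease gene nots, which like vtg3 is transcribed in female liver, averaged -2.23 ± 0.50 in control, 0.70 ± 0.18 in E2 and 0.06 ± 0.41 in E2+ICI fish and rose in both treatments (log2 2.94, SE 0.27, adjusted p = 1.55e-05 in E2; log2 2.29, SE 0.27, adjusted p = 0.000273 in E2+ICI). The brain aromatase gene cyp19a1b had a log2 fold change of 0.09 in E2 fish (SE 0.18, adjusted p = 0.727). Of the 4 probes found for estrogen biomarker genes of liver and brain 3 rose in E2 fish (3 when adjusted over the list alone), too few for a list test. One array of vtg3 was at that array's repeated value, no probe is named vtg1 in the annotation of the array, and the quantitative PCR data were not analysed here.

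**Figure D2:**
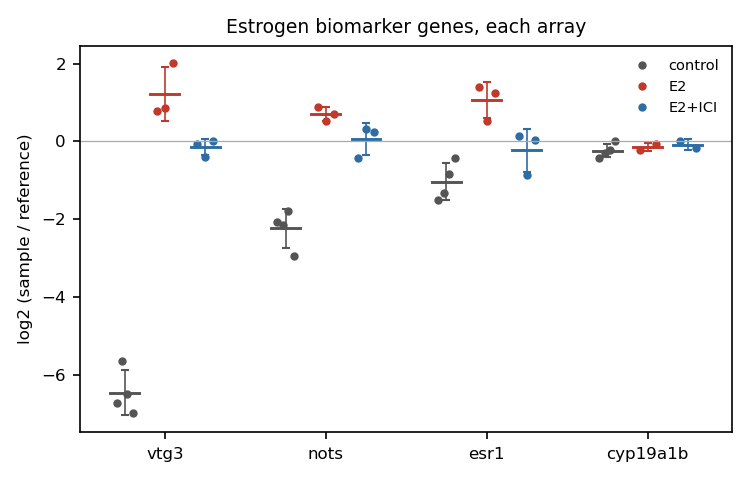
Log2 ratio of sample to reference (vertical axis) of vtg3, nots, esr1 and cyp19a1b in control, E2 and E2+ICI fish, with points for arrays and bars for the mean ± SD. All E2 and E2+ICI points of vtg3 lie above all control points, as in a mean of -6.44 ± 0.57 in control and 1.22 ± 0.69 in E2 fish.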

Expression of *vtg1 *and *vtg3 *was induced almost 400-fold and 200-fold, respectively, following E2 treatment when compared to the control group but was only induced to approximately 80-fold in E2+ICI treatment (Figure. 2A).This indicate that E2-induced *vtg *expression was suppressed approximately 2.5 to 5 fold by the addition of ICI [fold-change above reference RNA (Log_2_ratio)]. As for *esr1*, E2 treatment increased the level of expression by about 4-fold and the inclusion of ICI suppressed the transcript level by about half (Figure. 2B). In addition to the known targeted biomarker genes, we have validated a representative set of up-regulated and down-regulated genes (Figure 2C and 2D; primer sequence in Additional File 1) which further confirmed the estrogen-responsiveness of the genes and the reliability of the microarray data. 

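On the arrays, esr1, which encodes the estrogen receptor alpha, averaged -1.03 ± 0.48 in control, 1.06 ± 0.46 in E2 and -0.23 ± 0.55 in E2+ICI fish. Its 4.25-fold rise in E2 fish passed (log2 2.09, SE 0.32, adjusted p = 0.000509, limma). The difference from control was log2 0.80 in E2+ICI fish (SE 0.32, adjusted p = 0.139). That between E2+ICI and E2 was -1.29 (SE 0.34, adjusted p = 0.0539), and neither of these passed. Without control replicate 4 both passed (adjusted p = 0.0414 and 0.0164), where all alternatives ranged from 0.00275 to 0.387 and from 0.0045 to 0.201. The share of the E2 change of esr1 that was removed in E2+ICI fish was 0.617.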

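On the arrays, tbxta, which encodes the T-box protein brachyury, averaged -6.01 ± 1.14 in control, 1.39 ± 1.39 in E2 and -2.31 ± 0.44 in E2+ICI fish, a 169-fold rise in E2 fish (log2 7.40, SE 0.66, adjusted p = 1.21e-05). TPH1, the rate-limiting enzyme of serotonin synthesis outside the brain, averaged -2.32 ± 0.11 in control, 0.43 ± 0.11 in E2 and -1.84 ± 0.08 in E2+ICI fish and fell by 2.27 from E2 to E2+ICI on the log2 scale (SE 0.14, adjusted p = 1.95e-05). The growth-associated gene gap43 of neurons rose by log2 4.47 in E2 (SE 0.42, adjusted p = 1.66e-05) and dropped by 3.23 from E2 to E2+ICI fish (SE 0.45, adjusted p = 0.00407). Of the down-regulated genes, UCP2, a mitochondrial uncoupling protein, averaged 0.01 ± 0.76 in control, -3.48 ± 0.23 in E2 and -0.38 ± 0.26 in E2+ICI fish and rose by log2 3.10 from E2 to E2+ICI (SE 0.36, adjusted p = 0.00192); a second probe, annotated ucp2, did not pass for E2 against control (log2 -0.71). The matrix metalloproteinase gene MMP9 averaged 0.82 ± 0.26, -1.62 ± 0.07 and -0.09 ± 0.30 and complement factor I (CFI) 0.98 ± 0.18, -1.62 ± 0.21 and -0.20 ± 0.15 in the 3 groups, with rises of 1.53 (SE 0.20, adjusted p = 0.00302) and 1.42 (SE 0.17, adjusted p = 0.00238) from E2 to E2+ICI. All 12 genes of Fig. 2C rose in E2 fish, by 4.88-fold to 169-fold, and all 12 of Fig. 2D fell, by 4.51-fold to 12.4-fold. In Fig. 2C 11 and in Fig. 2D 9 changed back between E2 and E2+ICI, 7 and 4 of them in each of the 22 other settings. The median share of the E2 change removed was 0.534 (0.386 to 0.936) for the genes of Fig. 2C, whereas it was 0.582 (0.419 to 0.89) for those of Fig. 2D. Under quantile normalization TPH1 and npm3 in E2+ICI fish lay at -1.64 and -0.24 from control.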

To the best of our knowledge, this is the first comprehensive study to identify the estrogen-responsive genes in a whole organism level involving treatments with estrogen and anti-estrogen in combination.

**Figure 2:**
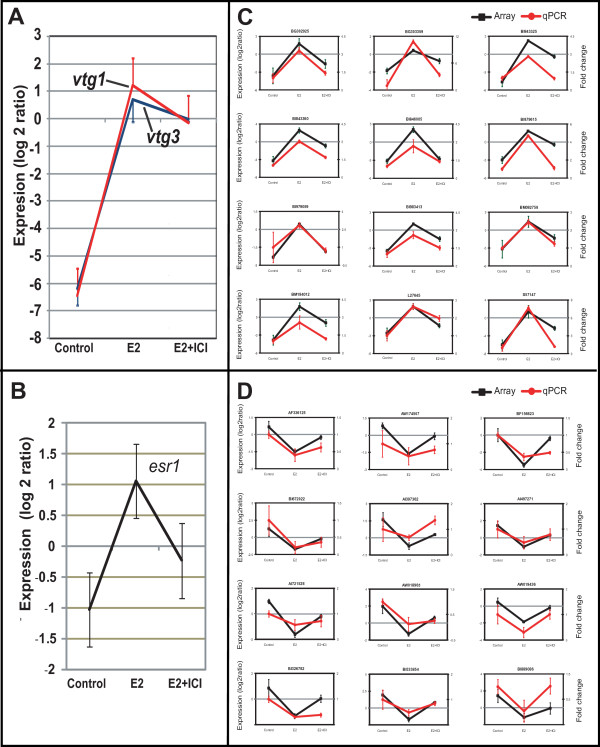
**Validation of microarray data by qRT-PCR**. **A**. Expression levels of *vtg1 *and *vtg3 *and **B**. *esr1*. **C**. Selection of representative up-regulated genes. **D**. Selection of representative down-regulated genes. The data represents average of 3 replicates and presented as mean and standard deviation.

### Human homolog mapping and identification of putative novel estrogen-responsive genes in zebrafish

Genes identified in this study were first categorized based on their original annotations such as functionally known genes, different groups of Expressed Sequence Tags (ESTs) and ZGC clones (NIH Zebrafish Gene Collection, full-length sequenced clones without any known function). Of the 1092 zebrafish estrogen-responsive genes, about 31.5% were fully annotated while the rest were ESTs (49%) or ZGC (19.5%) clones (Additional File 8). 

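Of the genes with a human homolog, STAR (zebrafish star), which brings cholesterol into mitochondria for steroid synthesis, averaged 1.13 ± 0.59 in control, -0.76 ± 0.06 in E2 and 0.08 ± 0.30 in E2+ICI fish (E2 against control log2 -1.89, SE 0.28, adjusted p = 0.000374). TXNRD3 (txnrd3), a thioredoxin reductase, averaged -1.22 ± 0.17 in control, 0.31 ± 0.13 in E2 and -0.53 ± 0.27 in E2+ICI fish (E2 against control log2 1.53, SE 0.17, adjusted p = 4.73e-05). Additional File 9 lists 475 entries with 466 different human symbols, and 466 of them were placed on probes of the study's lists, 340 of the up-regulated and 126 of the down-regulated list. In E2 fish 340 of these 466 probes rose and 123 fell (73.0% higher), with a median log2 fold change of 1.61. In E2+ICI fish 314 passed in the same direction as in E2, and 211 changed back between E2 and E2+ICI, with a median share of the E2 change removed of 0.468. The germ cell gene asz1 (ASZ1), which is also among them, rose by log2 2.74 in E2 fish (SE 0.22, adjusted p = 5.65e-06). Homologs were named only for probes that the study had selected on these arrays, so that their direction is not independent evidence.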

The estrogen-responsive genes were further mapped to NCBI HomoloGene database (HomoloGene build 56 and Human UniGene build 200) and 475 (43.5%) of the estrogen-responsive genes have corresponding human homologs (Additional File 9). A subset of zebrafish full-length sequenced genes (ZGC clones) with no functional annotation that are sensitive to E2 and antiestrogen (Additional File 10) were also identified for the first time. A search in the NCBI UniGene database linked to the GenBank IDs of these ZGC clones indicated that many have ESTs that are expressed in the zebrafish reproductive system (based on tissue specific ESTs) and some of these clones have moderate homology to human proteins. Hence, we have identified a number of putative novel estrogen-responsive genes in zebrafish; of these, some may have human homolog while the remainder appear to be fish specific. Characterization of some of the new target genes might provide additional insights into both general and species-specific ER regulated gene expression.

### Identification of zebrafish estrogen-responsive genes associated with carcinogenesis or cancer

To obtain biological insights into the zebrafish estrogen-responsive genes, we analyzed the human homologs of zebrafish estrogen-responsive genes using knowledge-based pathway data mining and network generator algorithm [Ingenuity Pathways Analysis; IPA]. Of the 475 human homologs of E2 responsive genes identified in zebrafish, 325 were eligible for network analysis while 289 were eligible for function/pathway analysis. Genes that were not eligible for network/function/pathway analysis were genes with no reported involvement, hence not assigned, in any known molecular function/pathway in the database. The algorithm calculates the significance of an association (p-value < 0.05 indicate non-random association) using the right-tailed Fisher's exact test based on the number of genes from the 289 human homologs that are associated in a given molecular function/pathway, relative to the total number of genes found in the molecular function/pathway in IPA. The analysis revealed that the top five significant molecular functions were: i) Cell Cycle, ii) DNA Replication, Recombination, and Repair, iii) Cell Death, iv) Cellular Growth and Proliferation, and v) Cellular Movement, and they involved 20-45% of the 289 homologs (p-value = 4.21E-13 to 2.58E-02; Figure 3A andAdditional File 11). 

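Of the Cell Cycle homologs found on the arrays 49 of 64 rose and 15 fell in E2 fish, and of those of DNA Replication, Recombination, and Repair 52 of 63 rose and 11 fell. Over all 466 homologs 73.0% were higher, near the 76.6% of the Cell Cycle homologs, against 82.5% for DNA Replication, Recombination, and Repair. For Cell Death 45 of 65 rose and 20 fell, for Cellular Growth and Proliferation 43 of 63 rose and 20 fell, and for Cellular Movement 28 of 57 rose and 29 fell. Of the Gene Expression homologs 44 of 63 rose, of Cellular Assembly and Organization 27 of 38, of Small Molecule Biochemistry 15 of 23, of Cell Morphology 12 of 19 and of Lipid Metabolism 6 of 9, with the rest lower. Between E2 and E2+ICI 25 of the Cell Cycle probes, 30 of the DNA Replication, Recombination, and Repair probes and 23 of the Cellular Movement probes changed back. The meiotic oocyte kinase mos rose by log2 3.99 and the oocyte gene zar1 by 4.03 in the same E2 fish, where the germ cell genes ddx4 and dazl rose by 1.73 and 3.71. Of 7 probes of germ cell genes of both sexes, a list fixed in advance, 6 rose and 0 fell (6 rose when adjusted over the list alone), with a median log2 fold change of 2.33 (camera, adjusted p = 2.68e-07; adjusted p = 0.00972 with an estimated correlation). The study's lists hold 3 of these 7 probes. The homologs were selected by the study on these arrays, which is not independent evidence of their direction, and the copies of the supplement that could be read held 69 of 83 Cell Cycle, 68 of 117 Cell Death, 68 of 130 Cellular Growth and Proliferation and 70 of 81 Gene Expression genes.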

Given the strong association with cell cycle processes, it is not surprising that the analysis also revealed that approximately 42% of the homologs were significantly (p-value = 1.13E-8 to 2.32E-02; Additional File 12) associated with cancer ranging from tumorigenesis, neoplasia, to various cancer types including those of the reproductive system (uterine, endometrial, breast, ovarian and prostate).

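Of the cancer-associated homologs, BARD1 (bard1), the partner of BRCA1, averaged -1.33 ± 0.53 (n = 3) in control, 0.65 ± 0.14 in E2 and -0.59 ± 0.26 in E2+ICI fish (E2 against control log2 1.99, SE 0.25, adjusted p = 0.000218). Ribonucleotide reductase RRM1 (rrm1), which makes deoxyribonucleotides, averaged -1.85 ± 0.30, 0.23 ± 0.04 and -0.44 ± 0.29 in control, E2 and E2+ICI fish and rose in both treatments (adjusted p = 1.54e-05 and 0.000691). Of the homologs that the study associates with cancers of the reproductive system, 25 of 34 breast, 16 of 22 uterine, 6 of 8 endometrial, 9 of 17 ovarian and 12 of 22 prostate cancer probes rose in E2 fish, and the others fell. Over all 466 homologs 73.0% were higher, against 73.5% for breast, 72.7% for uterine, 75% for endometrial, 52.9% for ovarian and 54.5% for prostate cancer. For prostatic intraepithelial neoplasia 2 of 9 rose and 7 fell, for lung cancer 18 of 28 and for adenocarcinoma 15 of 25 rose. Between E2 and E2+ICI 14 of the breast, 7 of the uterine and 8 of the ovarian cancer probes changed back. The oocyte gene zar1l rose by log2 4.60 in E2 fish (SE 0.28, adjusted p = 1.00e-06) and by 3.74 in E2+ICI fish (SE 0.28, adjusted p = 1.53e-05). These groups were drawn from genes chosen on the same arrays and are not independent evidence.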

**Figure 3:**
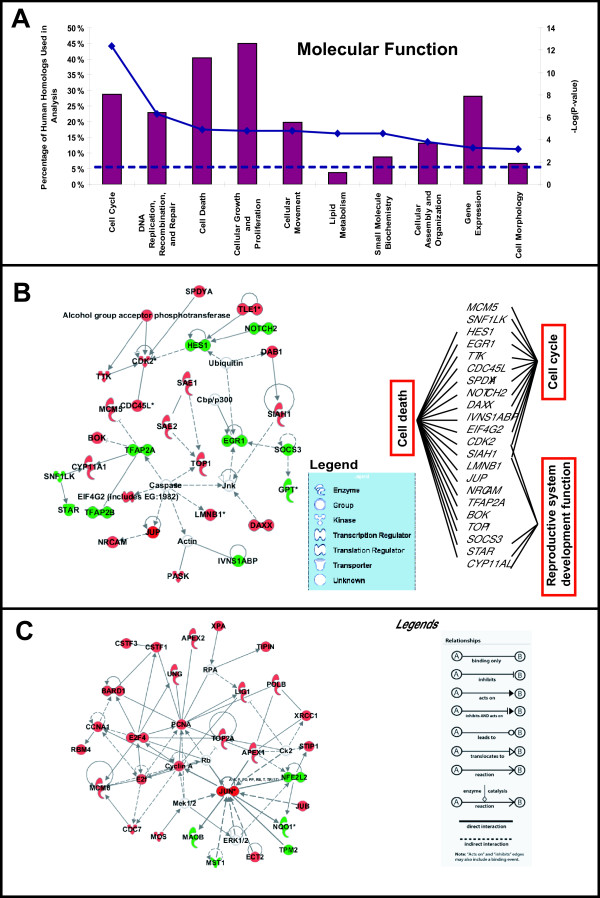
**Knowledge-based functional and network analyses of human homologs of zebrafish estrogen-responsive genes**. **A**. Selected top molecular and cellular functions significantly (P-value < 0.05) associated human homologs of zebrafish estrogen-responsive genes. Histograms are read with reference to 'Percentage of Human Homologs Used in Analysis' axis while solid and dashed lines are read with reference to '-Log P-value' axis. 'Percentage of Human Homologs Used in Analysis' refers to the percentage of the total 289 human homologs used in the analysis. Solid line represents the inverse logarithm (base 10) of the p-value for each group of biological association [greater -Log (P-value) correlates with greater statistical significance] while the dashed-line represents the significant threshold where the p-value = 0.05. **B**. Top most significant network assembled de novo using 30 focus molecules associated with cell cycle, cell death and reproductive system development and function. The inset shows the molecules in the network that are involved in more than one function. **C**. Second top significant network assembled de novo from 30 focus molecules associated with DNA replication, recombination and repair, cell cycle and cancer. Red nodes represent genes encoding respective molecules are up-regulated in response to estrogen and green nodes represent down-regulation. Interactions are represented by edges connecting 2 nodes. Different types of edges represent the direction and effect of interactions as given in the legends.

Next, to discover and visualize the biological connectivity of the estrogen-responsive genes, the IPA network generating algorithm is used to maximize the interconnectedness of the genes based on all known connectivity in the database. The algorithm also incorporates other genes from the database to maximize the connectivity with the estrogen-responsive genes to assemble a 'focus gene network' and it handles a maximum of 35 focus genes per network. A network score is generated based on the hypergeometric distribution and is calculated with the right-tailed Fisher's exact test. The top 5 scoring networks were assembled de novo using 22-29 focus genes with associated functions ranging from cell cycle, cancer, DNA replication, recombination and repair to gene expression, dermatological diseases, and reproductive system development and function (Additional File 13). Interestingly, the top most significant (p-value = 1.00E-46) gene network was assembled with 29 focus genes involved in cell cycle, cell death, and reproductive system development and function (Figure 3B), hence recapturing genes that are involved in the classical estrogen-induced cellular proliferative effects in reproductive tissues. In this network we observed that several transcription regulators such as human homologs *DAXX, HES1, EGR1, TFAP2A, TFAP2B *and *NOTCH2 *that are involved in cell death were deregulated while interconnected *CDC45L, CDK2, EIF4G2, MCM5, SAE1, SPDYA, TOP1 *and *TTK *involved in cell cycle progression and division were up-regulated, signifying that the cell cycle molecular machinery has been activated by estrogen. This is further supported by the second top significant network (Figure 3C; p-value = 1.00E-43) which is assembled from 28 focus genes known to be associated with DNA replication, recombination and repair, cell cycle and cancer. In this network, human homologs *CCNA1, JUN, E2F4 *and *PCNA *formed highly connected network hubs that are up-regulated to control many of the cell cycle progression and DNA replication processes. In contrast, human homologs *NFE2L2, NQO1 *and *MAOB *which are critical to protect cells from oxidative stress damage were down-regulated and this could lead to accumulation of oxygen radicals that can cause cellular damage including DNA. 

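By the probes of the study's lists, the transcription regulators EGR1, TFAP2A, TFAP2B and NOTCH2 fell in E2 fish and DAXX rose. EGR1, an immediate early gene, averaged -0.04 ± 0.44 in control, -1.81 ± 0.34 in E2 and -0.94 ± 0.31 in E2+ICI fish (E2 against control log2 -1.77, SE 0.26, adjusted p = 0.000345), and NOTCH2, a Notch receptor, 1.15 ± 0.25, -0.29 ± 0.19 and 0.15 ± 0.21 in the same order (log2 -1.44, SE 0.18, adjusted p = 0.000115). TFAP2A and TFAP2B, transcription factors of the AP-2 family, gave log2 -1.28 (SE 0.20, adjusted p = 0.000701, 2 E2 values) and -1.37 (SE 0.19, adjusted p = 0.000243), and control replicate 4 stood at 1.28 for TFAP2B with the other controls at 0.72 to 0.80. Other probes of these genes differ, with a rise for 1 egr1 probe (log2 0.73, adjusted p = 0.0338), no call for another (-0.21), for a tfap2b probe (-0.13) and for a notch2 probe (-0.12), and a fall for a further notch2 probe (-0.88). DAXX, a regulator of apoptosis, averaged -0.80 ± 0.13, 0.32 ± 0.20 and -0.27 ± 0.21 (log2 1.12, SE 0.16, adjusted p = 0.000304). All 8 cell cycle genes rose, and cyclin-dependent kinase CDK2 averaged -1.68 ± 0.37 in control, 0.22 ± 0.17 in E2 and -0.48 ± 0.04 in E2+ICI fish (log2 1.90, SE 0.20, adjusted p = 3.47e-05). For MCM5, of the replicative helicase, the levels were -1.32 ± 0.38, 0.40 ± 0.20 and -0.35 ± 0.28 (log2 1.72, SE 0.22, adjusted p = 0.00014), and for TOP1, a DNA topoisomerase, -2.73 ± 0.54, -0.09 ± 0.20 and -0.85 ± 0.46 (log2 2.64, SE 0.29, adjusted p = 5.26e-05). The log2 rises of CDC45L, SPDYA, TTK, SAE1 and EIF4G2 were 1.72 (2 E2 values), 2.21, 1.13, 1.19 and 1.68. Against control, NOTCH2 was lower in E2+ICI fish too (log2 -1.0, SE 0.18, adjusted p = 0.00398), in each of the 22 other settings. The oocyte gene zp3, which codes for an egg envelope protein, rose by log2 5.86 in E2 and by 5.06 in E2+ICI fish, with 4 arrays at those arrays' repeated values. Over the 29 probes of this network found on the arrays, all chosen on them by the study, 18 rose and 11 fell.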

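CCNA1, a cyclin of meiosis and of the S phase, averaged -1.50 ± 0.08 in control, -0.01 ± 0.11 in E2 and -0.96 ± 0.39 in E2+ICI fish (E2 against control log2 1.49, SE 0.18, adjusted p = 9.01e-05). PCNA, the sliding clamp of DNA polymerase, averaged -1.40 ± 0.25 in control, 0.13 ± 0.25 in E2 and -0.49 ± 0.25 in E2+ICI fish (log2 1.53, SE 0.19, adjusted p = 0.00012). JUN, a component of the AP-1 transcription factor, is measured by a pair of probes that carry 1 GenBank accession. The probe of the study's list averaged -2.14 ± 0.33 in control, 0.21 ± 0.17 in E2 and -1.50 ± 0.53 in E2+ICI fish (log2 2.35, SE 0.25, adjusted p = 4.43e-05), with control replicate 4 at -1.64 and the other controls at -2.31 to -2.30. The other probe averaged -0.00 ± 0.33 in control, -1.19 ± 0.25 in E2 and -0.63 ± 0.26 in E2+ICI fish and fell (log2 -1.18, SE 0.21, adjusted p = 0.00133), and the mean over the pair rose by log2 0.58. Of the 27 probes of this network found on the arrays, 22 rose and 5 fell in E2 fish and 12 changed back between E2 and E2+ICI, among genes chosen by the study on these arrays. The oocyte gene rbpms2b, an RNA-binding protein of the oocyte, rose by log2 2.81 and nobox, an oocyte homeobox gene, by 0.86.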

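NQO1, a quinone reductase, averaged 1.14 ± 0.24 in control, -0.26 ± 0.17 in E2 and 0.93 ± 0.16 in E2+ICI fish; it fell in E2 fish (log2 -1.39, SE 0.17, adjusted p = 9.42e-05) and rose from E2 to E2+ICI (log2 1.18, SE 0.18, adjusted p = 0.00661). A second NQO1 probe also fell in E2 fish (log2 -1.35, SE 0.17, adjusted p = 0.000129). MAOB, on the array the zebrafish gene mao, a monoamine oxidase, averaged -0.99 ± 0.35 in control, -2.10 ± 0.16 in E2 and -0.74 ± 0.17 in E2+ICI fish, fell in E2 (log2 -1.10, SE 0.20, adjusted p = 0.0013) and rose from E2 to E2+ICI (log2 1.35, SE 0.21, adjusted p = 0.00723). NFE2L2, the transcription factor that activates antioxidant genes, averaged 0.21 ± 0.21 in control, -1.02 ± 0.40 in E2 and 0.08 ± 0.26 in E2+ICI fish (log2 -1.23, SE 0.21, adjusted p = 0.000995). The share of the E2 change removed was 0.899 for NFE2L2, 0.848 for NQO1 and 1.23 for MAOB. Of 8 probes of oxidative stress defence genes, a list fixed in advance, 3 rose and 3 fell in E2 fish (4 and 3 when adjusted over the list alone; camera, adjusted p = 0.705), with a median log2 fold change of 0.35, a mean of 0.04 and a test direction down against all probes. Those that rose were the catalase gene cat (log2 1.19, with 1 array at that array's repeated value), the superoxide dismutase gene sod1 (0.76) and the thioredoxin reductase gene txnrd3. The study's lists, chosen on these arrays, hold 4 of the 8 probes.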

Estrogen metabolism itself has been reported to be genotoxic and can cause oxidative DNA damage [5,26]. Hence, genes associated with DNA damage and repair such as human homologs *APEX1, APEX2, XPA, XRCC1 *and *PCNA*, were up-regulated presumably to repair oxidative DNA damages resulted from estrogen metabolism and/or replication errors due to increased DNA replication activity. Moreover, increased expression of human homolog *JUB *as captured in the network could lead to increase activity of the up-regulated *JUN *[27] which is an estrogen-responsive proto-oncogene known for its malignant transforming properties and tumorigenic potentials [28,29]. Likewise, up-regulation of *JUB *could also increase *AURKA *activity[30], a known estrogen-responsive centrosome kinase, that could induce spindle defects, chromosome mis-segregation, and genomic instability leading to neoplastic transformation [7,31].

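APEX1, the main apurinic endonuclease of base excision repair, averaged -0.71 ± 0.28 in control, 0.52 ± 0.10 in E2 and -0.25 ± 0.21 in E2+ICI fish (log2 1.22, SE 0.18, adjusted p = 0.000337). Its relative APEX2 averaged -1.14 ± 0.24, 0.46 ± 0.38 and -0.26 ± 0.23 in the same order (log2 1.60, SE 0.21, adjusted p = 0.000146). XPA, which checks damage in nucleotide excision repair, averaged -0.70 ± 0.16, 0.41 ± 0.13 and -0.41 ± 0.18 (log2 1.12, SE 0.15, adjusted p = 0.000215). XRCC1, a scaffold of single-strand break repair, averaged -1.83 ± 0.34, 0.91 ± 0.70 and -0.12 ± 0.22 (log2 2.75, SE 0.30, adjusted p = 4.47e-05). The study chose these genes on the same arrays. Of 9 probes of DNA repair genes, a list fixed in advance, 7 rose in E2 fish and 0 fell (8 rose when adjusted over the list alone), with a median log2 fold change of 0.98 (camera, adjusted p = 0.000576; adjusted p = 0.033 with an estimated correlation). Apart from apex1 they include the helicase gene blm (log2 1.56), the endonuclease gene eme1 (1.58) and the polymerase gene polb (0.98), while the damage sensor xpc had 0.34 and the poly(ADP-ribose) polymerase gene parp1 0.18, which did not pass. The list holds genes that the paper names, and 4 of its 9 probes are in the study's lists, so that its test is not fully independent evidence. In E2+ICI against control 3 repair probes rose (7 when adjusted over the list alone), with a median of 0.54 and an adjusted p of 0.0124; adjusted p = 0.128 with an estimated correlation, 0.158 with quantile normalization and 0.151 with arrays scaled to equal spread. The oocyte gene ca15b rose by log2 5.65 in E2 fish, with 1 array at that array's repeated value.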

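JUB, which encodes a LIM domain protein of cell junctions, averaged -0.98 ± 0.22 in control, 0.25 ± 0.04 in E2 and -0.62 ± 0.15 in E2+ICI fish. It rose in E2 fish (log2 1.23, SE 0.16, adjusted p = 0.000124, limma), with each E2 array above each control array. The share of this change that was removed in E2+ICI fish was 0.702, where the E2+ICI mean differed from control by log2 0.37 (SE 0.16, adjusted p = 0.159; 0.0119 with array weights, with up to 0.936 in other alternatives).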

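Mitosis genes that were higher in E2 fish include survivin gene birc5b (log2 4.80, SE 0.28, adjusted p = 8.37e-07) and cyclin gene ccna2 (3.19, SE 0.24, adjusted p = 3.24e-06). Replication genes that were higher include gins2, of the replicative helicase (log2 2.64, SE 0.23, adjusted p = 8.65e-06), and histone chaperone gene nasp, whose probes rose by 4.26 and 4.41. All of these were higher in E2+ICI than in control fish too, in each of the 22 other settings. The helicase genes mcm2 (0.03), mcm3 (-0.57) and mcm6 (0.20) and topoisomerase gene top2a (-0.03) had log2 fold changes that did not pass. Other probes, without a symbol but paired by Additional File 9 with human MCM3, MCM6 and TOP2A, rose by log2 4.31, 2.07 and 5.58. Of 22 probes of mitosis genes, a list fixed in advance, 18 rose in E2 and 0 fell (19 rose when adjusted over the list alone), with a median log2 fold change of 1.93 (camera, adjusted p = 1.77e-16; adjusted p = 0.0038 with an estimated correlation). Of 18 probes of DNA replication genes 14 rose and 0 fell (14 and 1 when adjusted over the list alone), with a median of 1.46 (adjusted p = 5.50e-10; adjusted p = 0.00972 with an estimated correlation). The study's lists, chosen on these arrays, hold 10 of the 22 mitosis and 8 of the 18 replication probes, so that these tests are not fully independent evidence. In E2+ICI against control 15 mitosis probes rose (18 when adjusted over the list alone) with a median of 1.18 (adjusted p = 5.20e-19; adjusted p = 0.00134 with an estimated correlation) and 9 replication probes (12 higher and 1 lower when adjusted over the list alone) with a median of 0.75 (adjusted p = 8.28e-08; adjusted p = 0.029 with an estimated correlation). From E2 to E2+ICI 4 mitosis probes fell (8 when adjusted over the list alone) with a median of -0.65 (adjusted p = 3.40e-05; adjusted p = 0.144 with an estimated correlation), and 1 replication probe fell (10 when adjusted over the list alone) with a median of -0.63 (adjusted p = 8.29e-06; adjusted p = 0.112 with an estimated correlation). The medians per array moved with those of oocyte and germ cell genes, in that mitosis genes averaged -1.66 ± 0.20 in control, 0.12 ± 0.04 in E2 and -0.44 ± 0.38 in E2+ICI fish, and germ cell genes -2.31 ± 0.25 in control, 0.08 ± 0.12 in E2 and -0.56 ± 0.50 in E2+ICI fish. Whole fish were measured, and the tissues that hold these transcripts are not known from the arrays.

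**Figure D3:**
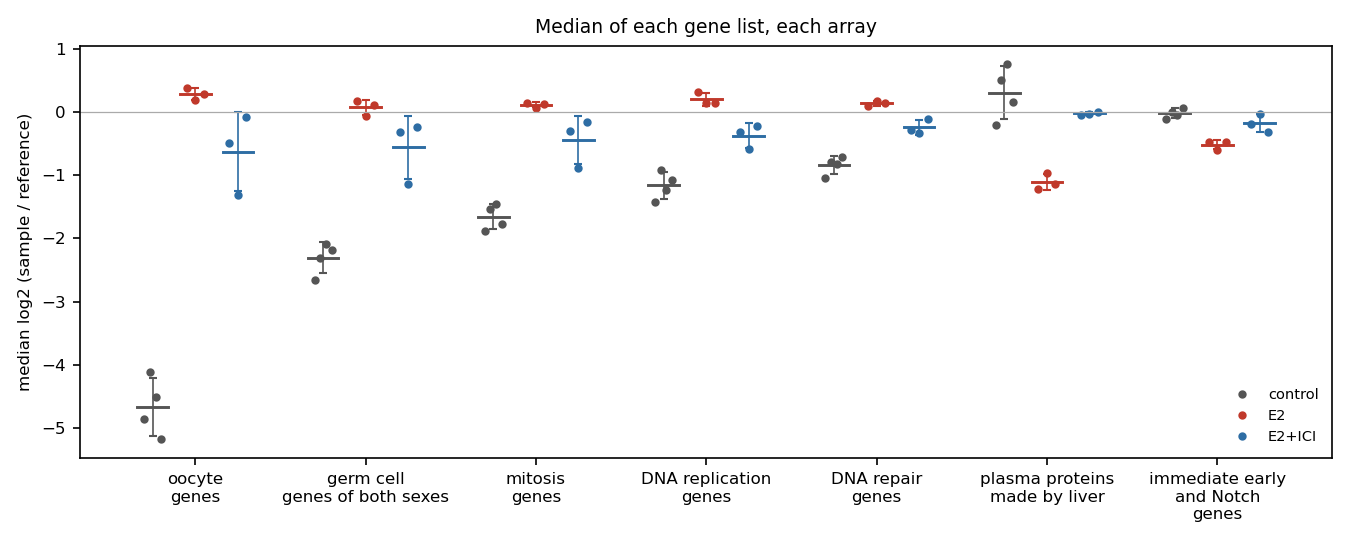
Median log2 ratio of sample to reference (vertical axis) of 7 gene lists in each array of control, E2 and E2+ICI fish, with points for arrays and bars for the mean ± SD of the medians. Oocyte, germ cell, mitosis, replication and repair genes are lowest in control and highest in E2 fish, while plasma protein genes are lowest in E2 fish, at -1.10 ± 0.12.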

Taken together, the analysis revealed that treatment of estrogen in zebrafish could induce a large number of estrogen-responsive genes involved in cell cycle, proliferation, DNA replication, DNA damage and repair, recapitulating known mechanisms that are associated with estrogen-dependent carcinogenesis and/or cancer. The responsiveness to ICI 182,780 also suggests its potential for screening of anti-estrogens and selective estrogen receptor modulators (SERMs). The findings further lead us to identify conserved estrogen-responsive genes between zebrafish and human cancer cell lines.

### Conservation of estrogen-responsive genes between zebrafish and human cancer cells

To identify estrogen-responsive genes that are conserved between zebrafish and estrogen-responsive human cancer cell lines, genes responding to estrogen treatment in zebrafish (current study) and in human cancer cells [T47D cells [20], MCF7 cells [21] and, MCF7 and Ishikawa cells (Thomsen et al. unpublished data; Additional Files 2, 3, 4, 5) were compared. Of the 475 human homologs of zebrafish estrogen-responsive genes, 139 (29%) were responsive to estrogen in one or more human cancer cell lines (Figure 4; Additional File 14). 

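In the fish, conserved genes that rose in E2 include the chromatin assembly factor CHAF1A (log2 1.39, SE 0.17, adjusted p = 8.96e-05) and the replication licensing factor CDC6 (2.50, SE 0.17, adjusted p = 2.34e-06). The replication fork protein TIPIN (tipin) rose by 1.94 (SE 0.23, adjusted p = 9.01e-05). Of the 137 probes found for the 139 conserved genes 98 rose and 39 fell in E2 fish (71.5% higher, against 73.0% over all 466 homologs), with a median log2 fold change of 1.63. In E2+ICI fish 97 passed in the same direction as in E2, and 54 changed back between E2 and E2+ICI. Of the 64 probes of conserved genes with an estrogen receptor binding site in the human gene 39 rose, 25 fell and 30 changed back. The genes were selected on these arrays, which is not independent evidence of their direction in fish, and the data of the human cell lines were not analysed here.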

The percentage intersection of the human homologs of zebrafish estrogen-responsive genes (Additional File 15 ranged from 7% (zebrafish and Ishikawa cells) to 14% (zebrafish and MCF7_1 cells). Between the human cancer cell lines, the percentage intersection ranged from 8% (MCF7_1 and Ishikawa cells) to 26% (MCF7-1 and MCF7-2 cells; Additional File 16). Hence, the percentage intersection between zebrafish and human cancer cell line datasets were more than half of the percentage intersection among the human cancer cell lines. Although the intersections were not high, this is not unexpected considering the differences in experimental designs, cell lines, reagents, platforms, data processing and analysis approaches that would have generated variations in capturing the molecular signals in response to estrogen. Furthermore, differences in the estrogen-responsiveness of genes captured at the whole-organism level of a fish and human cancer cell lines were expected. Despite these differences, we were able to identify a core set of 139 conserved estrogen-responsive genes that are active in zebrafish and human cancer cell lines. This also suggests that the core set of 139 conserved estrogen-responsive genes are highly robust with regard to their responsiveness to estrogen since they were able to be identified as 'significantly deregulated' despite the biological, technical and experimental variations.

**Figure 4:**
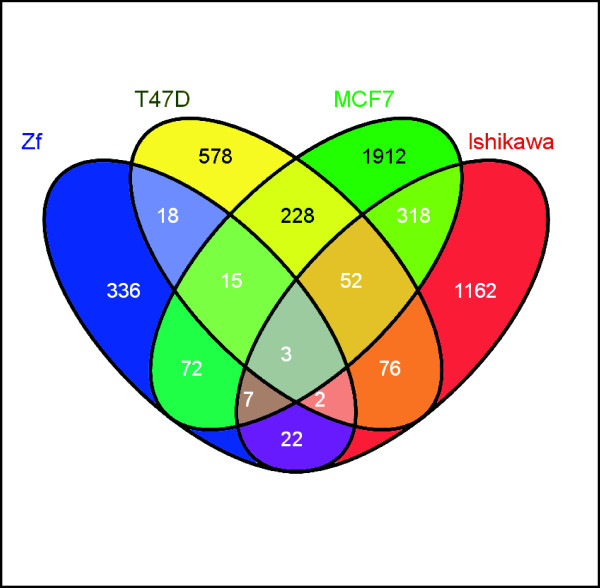
**Overlap between estrogen responsive genes of zebrafish and human cancer cells**: Estrogen responsive genes identified in zebrafish and human cancer cells (T47D [20]; MCF7, [21], Ishikawa and MCF7, Thomsen et al, 2008, unpublished) were compared and the number of overlapping genes between the datasets is presented. Data for MCF7 cells from Carroll et al. [21] and Thomsen (2008 unpublished) were pooled together for this analysis.

### Enrichment analysis of ERE motif and ER binding sites in conserved estrogen-responsive genes

To examine potential ER-mediated transcriptional regulation of the 139 conserved estrogen-responsive genes, we analyzed the distribution of ERE motifs (ERE: GGTCAnnnTGACC) in their flanking regions. We scanned the 20 kb flanking regions of the 139 conserved estrogen-responsive genes and the whole genome of zebrafish for the distribution of EREs. We found that, the ERE motifs are randomly distributed in the zebrafish genome and not enriched in the regulatory regions of zebrafish estrogen-responsive genes (Additional File 17). This observation is similar to the data reported for the distribution of ERE in the human genome and human estrogen-responsive genes [32]. This further suggests that presence ERE motifs are not correlated with estrogen-responsiveness of genes throughout vertebrate.

Next, we scanned for ER binding sites in the cis-regulatory regions (within 100 kb) adjacent to these 139 conserved estrogen-responsive genes by mapping the human genes to a list of known (experimentally validated by ChIP-chip and ChIP-seq analysis) ER binding sites ([20,21] (Fun et al 2010; personal communication)] found in the human genome. Our analysis showed that out of the 139 conserved estrogen-responsive genes, 65 had ER binding sites (Additional File 14). Moreover, a total of 158 ER binding sites were significantly enriched compared to an expected 65 binding sites (Binomial p-value < 2.2E-16; Additional File 17). In addition, we also scanned for ER binding sites for the rest 336 'non-conserved' human homologs of zebrafish estrogen-responsive genes that did not overlap with any of the human cancer cell lines. The 336 'non-conserved' genes had a total of 210 ER binding sites. Therefore, on an average, the number of binding site per gene is calculated to be 1.16 for the conserved genes and 0.62 for the non-conserved genes. Thus the current analysis suggests that ER binding site is enriched in conserved estrogen-responsive genes compared to the 'non-conserved' human homologs of zebrafish estrogen-responsive genes that did not overlap with any of the human cancer cell lines. The findings also indicate that comparative transcriptomics approach between two phylogenetically distant species could help to narrow down estrogen-responsive genes enriched with ER binding sites. The set of genes with experimentally validated ER binding site would suggest that these are direct ER-regulated genes. Estrogen-responsive genes without ER binding sites may be regulated through interaction with other transcription factors or via non-genomic actions.

### Conserved estrogen-responsive signaling pathways and novel insights

We used IPA to identify signaling pathways and key biological network enriched by the 139 conserved estrogen-responsive genes. The analysis revealed that signaling pathways involved mainly in cell cycle progression and DNA damage and repair such as mitotic roles of polo-like kinase, CDK5 signaling, cell cycle regulation by BTG family proteins, cell cycle: G2/M DNA damage checkpoint regulation, aryl hydrocarbon receptor (AHR) signaling, ATM signaling and role of CHK proteins in cell cycle checkpoint control were significantly enriched (Fisher's exact test p-value = 1.93E-07 to 3.34E-02; Figure 5A). In order to gain insight into the connectivity of the signaling pathways with key biological functions and genes, we overlay the selected enriched signaling pathways over the most significant network which is associated with DNA replication, recombination and repair, cell cycle and cancer (Figure 5B; Fisher's exact test p-value = 1.00E-43). 

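In the fish, the protease inhibitor SERPINA1, a plasma protein of the liver, averaged 1.98 ± 0.85 in control, -1.29 ± 0.25 in E2 and 0.62 ± 0.22 in E2+ICI fish and fell 9.63-fold in E2 (log2 -3.27, SE 0.37, adjusted p = 6.53e-05). ASF1B, a histone chaperone, averaged -1.70 ± 0.41 in control, 0.40 ± 0.16 in E2 and -0.62 ± 0.30 in E2+ICI fish (log2 2.1, SE 0.23, adjusted p = 4.61e-05), and CDC6 -2.34 ± 0.17, 0.16 ± 0.23 and -0.58 ± 0.26 in the same order. PASK, a kinase with a PAS domain, averaged -1.28 ± 0.31, 0.40 ± 0.11 and -0.53 ± 0.30 (log2 1.68, SE 0.20, adjusted p = 8.41e-05), and PLK2, on the array the zebrafish gene plk3, -1.73 ± 0.37, 0.08 ± 0.18 and -0.84 ± 0.23 (log2 1.82, SE 0.21, adjusted p = 7.16e-05). Of these 10 genes of the network with an estrogen receptor binding site in the human gene, 8 rose in E2 fish (ASF1B, CDK2, CDC6, CHAF1A, MCM5, PASK, PLK2 and TIPIN) and HES1 and SERPINA1 fell, in each of the 22 other settings too. Against control, 9 passed in the same direction in E2+ICI fish, CDC6 in each of the other settings (log2 1.76, SE 0.17, adjusted p = 7.69e-05) and the other 8 not in all of them, with plk3 at log2 -0.07 under quantile normalization. Between E2 and E2+ICI 6 changed back, but 0 of them in all of the other settings. The oocyte gene zpcx rose by log2 5.78 in the same E2 fish. The 10 genes were selected on these arrays and are not independent evidence.

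**Figure D4:**
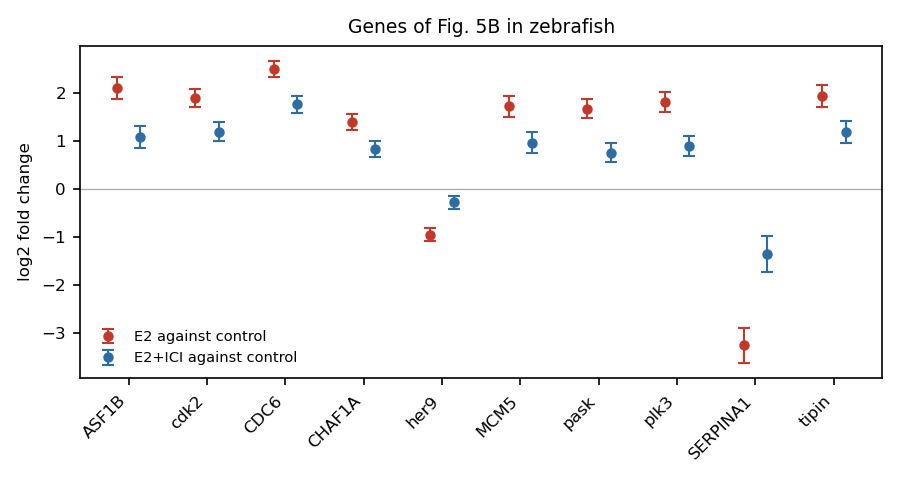
Log2 fold change against control (vertical axis) of 10 genes of Fig. 5B in E2 and E2+ICI fish, with points for the estimate and bars for its SE. The genes at -3.27 and -0.95 in E2 fish are SERPINA1 and her9 (HES1), and the other 8 lie between 1.39 and 2.50.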

Among the 27 conserved estrogen-responsive human homologs assembled in the network, 10 of them (37%; *ASF1-B, CDK2, CDC6, CHAF1A, HES1, MCM5, PASK, PLK2, SERPINA1, TIPIN*) have experimentally validated ER binding sites in the human genes providing evidence for ER-mediated transcriptional regulation of these genes.

**Figure 5:**
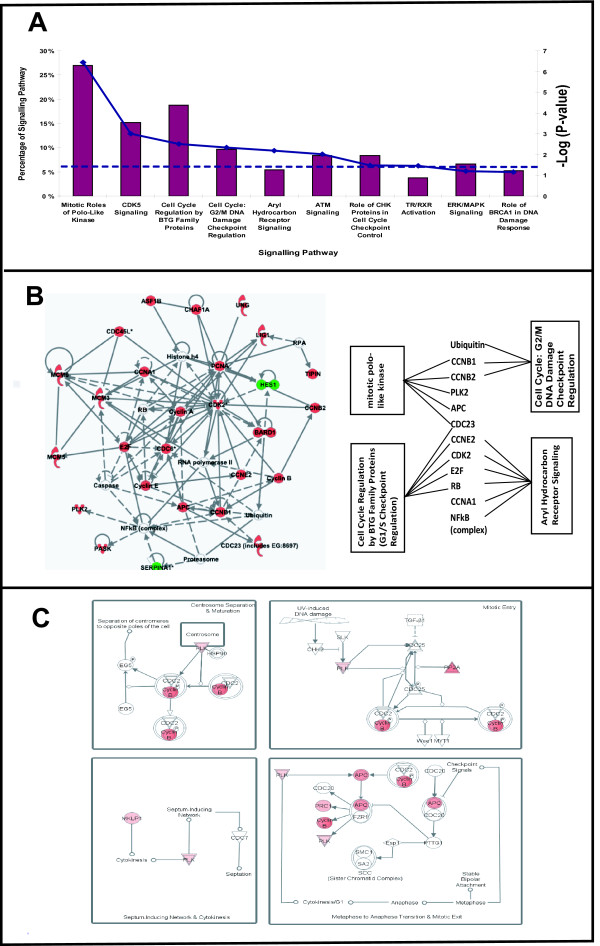
**Knowledge-based signalling pathway and network analyses of conserved estrogen-responsive genes between zebrafish and human cancer cell lines**. **A**. Selected top signaling pathways significantly (P-value < 0.05) associated with conserved estrogen responsive genes. Histograms are read with reference to 'Percentage of Signalling Pathway' axis while solid and dashed lines are read with reference to '-Log P-value' axis as in Figure 3A. 'Percentage of Signalling Pathway' refers to the percentage of the total molecules in each respective signalling pathway. **B**. Top most significant network assembled de novo using 27 focus molecules associated with selected enriched signalling pathways (mitotic roles of polo-like kinase, AHR signalling, cell cycle regulation by BTG family proteins, cell cycle: G2/M DNA damage checkpoint regulation). The inset shows molecules associated with the selected canonical pathways. **C**. Top significant signalling pathway, mitotic roles of polo-ike kinase, showed that the conserved estrogen-responsive genes encoding the respective molecules were all up-regulated (red nodes) from mitotic entry through transition from metaphase to anaphase and mitotic exit followed by cytokinesis and subsequent centrosome separation. Legends are similar to Figure 3B and 3C.

Interestingly, AHR signaling and mitotic roles of polo-like kinase, shown to be highly connected with different sets of assembled genes/molecules in this network (Figure 5B insert) further confirmed not only their known strong associations with DNA replication, recombination and repair, cell cycle and cancer, but also revealed the potential conserved estrogen-responsiveness of these signaling pathways. AHR signaling is known to demonstrate inhibitory crosstalk with ER signaling [33] and also involved in cell cycle regulation and tumorigenesis [34]. It is interesting to hypothesize from our network analysis that an estrogen-activated ER cum basal AHR crosstalk mechanism may be operating in cell-cycle regulation. Estrogen-activated ER has been reported to compete for recruitment of shared coactivators with AHR for expression of estrogen-responsive genes [35,33]. In addition, estrogen has been reported to stimulate the recruitment of unliganded AHR to the proximal *BRCA-1 *promoter region and potentiate the effects of the liganded ER in activation of *BRCA-1 *transcription [36]. More recently, there has been increasing *in vivo *evidence supporting that *Ahr *gene in its basal state, without any xenobiotic ligand activation, functions as a tumor suppressor gene and that its silencing may be associated with cancer progression [37,38]. Repression or loss of *Ahr *was found to increase expression of proliferative markers and repress tumor suppressor genes leading to increased tumor incidence in rodent models [37-39]. We have also observed down-regulation of basal *cyp1a1 *transcripts, a well-studied *ahr *regulated gene, in multiple tissues of zebrafish exposed to estrogen alone [14] hence suggesting the squelching of basal ahr activity induced by estrogen. Although the nature of basal/unliganded AHR actvities in nucleus are still unclear, nucleocytoplasmic shuttling and nuclear localization of unliganded AHR had been demonstrated in MCF7, murine and zebrafish liver cell lines [40,41]. Based on these evidences, our network analysis suggests that similar mechanism may be operating whereby estrogen stimulates recruitment of basal/unliganded AHR and shared coactivators for transcription regulation of estrogen-responsive genes hence reducing basal AHR tumor suppressing effects. It has been previously proposed that AHR tumor suppressing effects could involve RB-E2F axis since interaction of AHR and RB-E2F protein complex represses G1-S phase transition [38,39]. Our network analysis suggests two potential conserved targets of this ER and AHR signalling crosstalk, i.e. RB-E2F axis and HES1, which are known to be regulated antagonistically by ER and AHR ligands and are central to activating or inhibiting estrogen-mediated cell proliferation [34,42,43].

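HES1, on the array the zebrafish gene her9, a repressor of the Hairy family, averaged 0.04 ± 0.11 in control, -0.91 ± 0.09 in E2 and -0.24 ± 0.16 in E2+ICI fish and fell in E2 fish (log2 -0.95, SE 0.14, adjusted p = 0.000346). A cyclin E gene, ccne1, which Additional File 9 pairs with human CCNE2, averaged -2.80 ± 0.25 in control, 0.05 ± 0.09 in E2 and -0.64 ± 0.51 in E2+ICI fish. It rose in E2 (log2 2.85, SE 0.23, adjusted p = 5.04e-06) and in E2+ICI fish (log2 2.15, SE 0.23, adjusted p = 0.000123), the latter in each of the 22 other settings. The 3 probes of E2F4, CDK2 and CCNA1 rose in E2 fish, and of these CDK2 alone passed for E2+ICI against control (adjusted p = 0.0024, but 0.198 at most over the other settings). Of 23 probes of immediate early and Notch genes, a list fixed in advance that holds her9, 11 fell and 3 rose in E2 fish (11 and 4 when adjusted over the list alone), with a median log2 fold change of -0.56 (camera, adjusted p = 0.0208; adjusted p = 0.0573 with an estimated correlation). Apart from her9, the immediate early gene fosl2 (-1.42 and -1.99), the cytokine signalling suppressors socs3a (-1.34) and socs3b (-1.29) and the Hairy-related gene her6 (-0.61) fell, while of 3 probes of the receptor gene notch1a 1 rose (0.98) and the others (0.67 and -0.33) did not pass. The study's lists, chosen on these arrays, hold 6 of the 23 probes. The ovarian aromatase gene cyp19a1a, active in somatic cells of the follicle, with log2 -0.08, was the member of the oocyte list that did not pass.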

As captured in the network (Figure 5B), the down-regulation of human homolog *HES1 *and the up-regulation of cell cycle-related genes (e.g. human homologs *E2F4, CDK2, CCNA, CCNE*) provide important evidence of a conserved estrogen-mediated cell cycle regulatory mechanism. HES1, known to be targeted by ER [42,44] and AHR [43], is a transcription repressor that directly represses *E2F1 *and it inhibits cell proliferation[42]. Therefore as represented in the network, the down-regulation of human homolog *HES1 *by estrogen, known to be mediated by a novel type repressive estrogen response element in human [44], appeared to be conserved between fish and human, and this could be pivotal for the up-regulation *E2F *transcription factors and downstream cell cycle genes (human homologs *CDK2, CCNA, CCNE*) that are necessary for G1-S phase transition leading to mitosis. Several *E2F *transcription factors and cell cycle-related genes have been shown to be up-regulated by estrogen as primary or secondary targets in human breast cancer cell lines [45]. Our analysis indicate that *E2F4 *homolog is up-regulated likely to promote cell cycle progression and it has been associated with breast carcinogenesis as previously reported [46,47]. 

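The E2F4 homolog of Additional File 9 is on the array the zebrafish gene e2f5, of the E2F transcription factors, and a probe annotated e2f4 did not pass in E2 fish (log2 0.17). The e2f5 probe averaged -1.84 ± 0.52 in control, 0.29 ± 0.25 in E2 and -0.92 ± 0.82 in E2+ICI fish and rose in E2 fish (log2 2.12, SE 0.36, adjusted p = 0.000986, limma). Neither E2+ICI against control (log2 0.91, SE 0.36, adjusted p = 0.133) nor E2+ICI against E2 (-1.21, SE 0.39, adjusted p = 0.0891) passed. Both passed without control replicate 4 (adjusted p = 0.0395 and 0.0318), and the first also without E2+ICI replicate 2 (0.014); over all alternatives they ranged from 0.00175 to 0.781 and from 0.0116 to 0.28.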

Interestingly, *E2F4 *is also known to repress cell cycle, hence it can exert either tumor-suppressive or oncogenic effects in vivo but the mechanism of this switch is not known [48]. Estrogen-induced up-regulation of human homologs *CDK2*, *CCNE *and *CCNA*, will presumably increase protein complexes such as CDK2/cyclin E and CDK2/cyclin A that partly promote G1-S phase transition and S-G2 phase transition, respectively, before entering M phase [49,50].

A closer examination of a major (and also top significant) signaling pathway in the M phase, mitotic roles of polo-like kinase, showed that the conserved estrogen-responsive genes (human homologs *APC, CCNB1, CCNB2, MKLP1, PLK, PP2A, PRC1*) were all up-regulated (Figure 5C). 

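CCNB1, the mitotic cyclin B, averaged -5.49 ± 0.66 in control, 0.53 ± 0.20 in E2 and -0.47 ± 0.59 in E2+ICI fish, a 64.7-fold rise in E2 fish (log2 6.02, SE 0.35, adjusted p = 7.74e-07), with 1 array at that array's repeated value. CCNB2 averaged -4.15 ± 0.33, 0.17 ± 0.21 and -0.64 ± 0.54 in the same order (log2 4.32, SE 0.25, adjusted p = 8.45e-07). The kinesin MKLP1, on the array kif23, averaged -1.74 ± 0.35, 0.36 ± 0.19 and -0.56 ± 0.39 (log2 2.1, SE 0.23, adjusted p = 4.69e-05), and PRC1, on the array prc1a, which bundles the central spindle, -2.69 ± 0.42, -0.03 ± 0.10 and -0.78 ± 0.68 (log2 2.66, SE 0.30, adjusted p = 6.35e-05). APC is represented by the anaphase-promoting complex subunit anapc10 (log2 1.88, SE 0.20, adjusted p = 3.59e-05), PP2A by ppp2r1bb and PLK by plk3. All 7 rose in E2 fish and all 7 passed in the same direction in E2+ICI against control, CCNB1, CCNB2 and ppp2r1bb in each of the 22 other settings, whereas plk3 lay at log2 -0.07 from control with quantile normalization. The rises in E2+ICI fish were log2 5.02 (SE 0.35) for CCNB1 and 3.50 (SE 0.25) for CCNB2. Between E2 and E2+ICI 3 of the 7 changed back, of which ppp2r1bb did so in each of the other settings. The germ cell gene nanos3 rose by log2 2.80 (SE 0.23, adjusted p = 6.64e-06) and tdrd5 by 2.33 in the same E2 fish. The pathway's genes were selected by the study on these arrays and are not independent evidence.

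**Figure D5:**
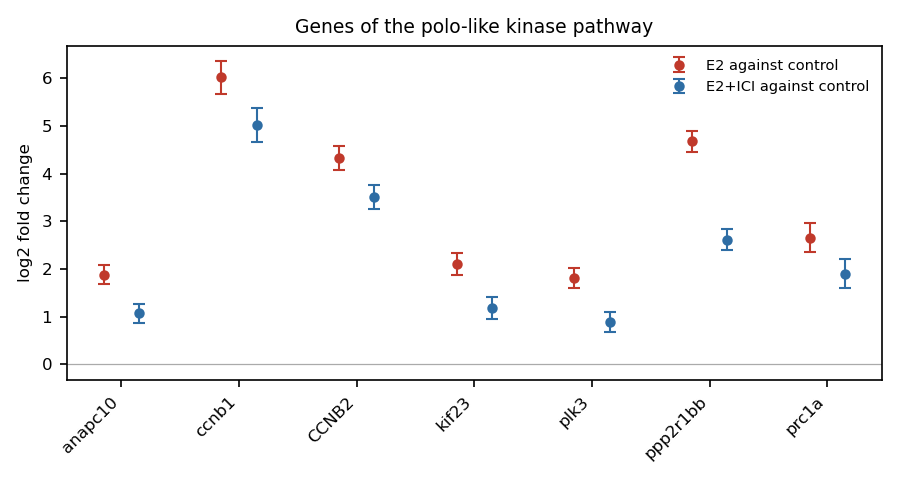
Log2 fold change against control (vertical axis) of 7 genes of the polo-like kinase pathway in E2 and E2+ICI fish, with points for the estimate and bars for its SE. In E2 fish the genes lie between 1.82 and 6.02, and each lies lower, but above 0, in E2+ICI fish, in the fit shown.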

Among the 7 human homologs, *MKLP1, PLK, PP2A *have experimentally validated ER binding sites providing evidence for a direct ligand activated-ER regulation of this signaling pathway. Hence, through these genes and their encoded products we observed entry points for estrogen regulation of mitosis; from mitotic entry (via PLK, PP2A, CCNB) through transition from metaphase to anaphase and mitotic exit (via PLK, PRC1, CCNB, APC) followed by cytokinesis (via PLK, MKLP1) and subsequent centrosome separation (via PLK, CCNB) (Figure 5C).

Perhaps of greater significance is that our study indicates that estrogen regulation of cell cycle is conserved between actinopterygian fish and humans. Since actinopterygian fish is phylogenetically positioned in the extreme end of the vertebrate taxon when compared to humans, this would suggest that estrogen regulation of cell cycle is likely to be conserved across vertebrates. This is interesting from an evolutionary perspective because estrogen and its receptors are found to be the most ancient steroidal -receptor signalling [51,52]. Given that estrogen modulates many physiological systems in higher vertebrates, it would be interesting to speculate on the ancient physiological process(es) where estrogen regulation of cell cycle is occurring. Although the presence of estrogen and ligand-binding ER outside vertebrate is controversial [53], a recent study in annelid invertebrates [54] has demonstrated that annelid ERs bind estrogen with high affinity and can be activated by low concentration of estrogen. Keay and Thornton [54] postulated that the ancient roles of estrogen and its receptor are involved in regulation of reproductive maturation and function including germ cell maturation and provision of oocyte with vitellogenin. If so, the ancient physiological process where estrogen regulation of cell cycling may be occurring is during germ cell/oocyte maturation. Taken together, our findings would imply that estrogen regulation of cell cycle is likely one of the earliest forms of steroidal-receptor controlled cellular processes within vertebrates and perhaps may even extend back to annelid invertebrates.

## Conclusion

Previously, we have shown that fish and human shared conserved molecular hallmarks of liver tumors and its progression [9]. Based on the transcriptome analysis in this study, we provide evidence that the conservation could possibly extend further to estrogen-induced carcinogenesis since fish is also susceptible to the carcinogens affecting humans. Collectively, our transcriptome analysis captured multiple estrogen-responsive genes and signaling pathways largely responsible for increased cell proliferation, promote DNA damage and genome instability and decreased tumor suppressing effects (including cell death), which suggests a common mechanism for estrogen-induced carcinogenesis. Comparative analysis revealed a core set of conserved estrogen-responsive genes with enriched ER binding sites and a conserved estrogen-mediated cell cycle regulatory mechanism involving HES1, RB-E2F axis and mitotic roles of polo-Like kinase signaling pathway. Almost half of the conserved genes have validated ER binding sites indicating that they are direct ER targets. From an evolutionary perspective, our findings suggest that estrogen regulation of cell cycle is perhaps one of the earliest forms of steroidal-receptor controlled cellular processes. The conserved estrogen-regulated cell cycle signature identified in this study would be useful for characterizing estrogen-like environmental carcinogens and for anti-estrogen compound screening. The findings also warrant further cancer studies in zebrafish to involve estrogen component in experimental design and interpretation of data which would aid in modelling estrogen-responsive cancer in zebrafish. To our knowledge, this is the first report providing evidence for molecular conservation of estrogen responsiveness between zebrafish and human cancer cell lines, hence demonstrating the potential of zebrafish for estrogen-related cancer research.

## Abbreviations

AhR: Aryl hydrocarbon receptor; ARNT: Aryl hydrocarbon receptor nuclear translocator; Aro-B: brain aromatase; ASF1B: ASF1 anti-silencing function 1 homolog B; BHLHB2: Basic helix-loophelix domain containing class B 2; *CCNA*: Cyclin A; CCNA1: Cyclin A1; CCNB: Cyclin B; CCNB1: Cyclin B1; CCNB2: Cyclin B2; CCNE: Cyclin E; CCNE2: Cyclin E2; CCNG2: Cyclin G2; CDC6: Cell division cycle 6 homolog; CDK2: Cyclin-dependent kinase 2; ChIP: Chromatin Immuno-Precipitation; E2,17β-estradiol; E2F: E2F transcription factor; E2F4: E2F transcription factor 4; EE2: 17-alpha-ethynylestradioll; EGR1: Early growth response 1; ELF3: E74-like factor 3; ERE: estrogen-response element; ERK: extracellular signal-regulated kinases; ERα: Estrogen receptor alpha; ERβ: Estrogen receptor beta; esr1: zebrafish homolog of estrogen receptor alpha; ESTs: Expressed sequenc tags; FOXA1: Forkhead box A1; HES1: Hairy and enhancer of split 1; ICI: ICI 182,780; IPA: Ingenuity Pathways Analysis; JUN: Jun oncogene; MAPK: Map kinase(mitogen-activated protein kinase); MCM: Minichromosome maintenance complex; MCM3: Minichromosome maintenance complex component 3; MCM5: Minichromosome maintenance complex component 5; MCM6: Minichromosome maintenance complex component 6; OLFM1: Olfactomedin 1; PCNA: Proliferating cell nuclear antigen; PPP2R1B: Protein phosphatase 2 (formerly 2A) regulatory subunit A: beta isoform; SAM: Significance Analysis of Microarrays; SIAH1,Seven in absentia homolog 1 (Drosophila); *Sox11b*: SRY(sex determining region Y)-box containing gene 11b; sox19a: SRY(sex determining region Y)-box containing gene 19a; sox19b: SRY(sex determining region Y)-box containing gene 19b; sox21: SRY(sex determining region Y)-box containing gene 21; sox31: SRY(sex determining region Y)-box containing gene 31a; TOP2A: Topoisomerase (DNA) II alpha; UCSC: University of California Santa Cruz; vtg1: vitellogenin 1; vtg3: vitellogenin 3; ZGC: Zebrafish Gene Collection; zp1: Zona pellucida glycoprotein 1; zp3: Zona pellucida glycoprotein 3.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SM, ZG and ETL conceived and designed the experiments; SHL, SL, SM performed the experiments, CYL, and PYF generated part of the data for human cells and critically read the paper, SHL and SM performed IPA analysis, CHL and GB analyzed ER binding site and ERE motif search, KRK, HL and KRG analyzed the data and generated annotation tools. SHL and SM wrote the paper and TL, ZG, CYL and ETL significantly contributed in finalizing the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/4/41/prepub

## Supplementary Material

Additional file 1 **qRT-PCR primers**. Contains the list of genes and their primers used for the validation of the microarray data representing the up and down regulated genes. Click here for file

Additional file 2 **E2 responsive genes from MCF7 cells**. List of estrogen responsive genes identified from MCF7 cells by Carroll et al [21] are presented in this file. Click here for file

Additional file 3 **E2 responsive genes from T47D cells**. List of estrogen responsive genes identified from T47D cells by Lin et al [20] are presented in this file. Click here for file

Additional file 4 **E2 responsive genes from MCF7 cells**. List of estrogen responsive genes identified in MCF7 cells by Thomsen et al (2008; unpublished) are presented in this file. Click here for file

Additional file 5 **E2 responsive genes from Ishikawa cells**. List of estrogen responsive genes identified from Ishiwaka cells by Thomsen et al (2008; unpublished) are presented in this file. Click here for file

Additional file 6 **E2 responsive gene in male zebrafish (Up-regulated genes)**. Zebrafish genes significantly up-regulated due to estrogen and estrogen+ICI treatments are presented in this file. Click here for file

Additional file 7 **E2 responsive gene in male zebrafish (down-regulated genes)**. Zebrafish genes significantly down-regulated due to estrogen and estrogen+ICI treatments are presented in this file. Click here for file

Additional file 8 **Annotation E2 responsive genes of zebrafish based on UniGene clusters**. Estrogen responsive genes identified for zebrafish were annotated and grouped as (i) known genes, (ii) ZGC clone and (iii). different categories of ESTs. A. Annotation of up-regulated genes. B. Annotation of down-regulated genes. A number of putative target genes for estrogen have been identified from the annotated dataset. Click here for file

Additional file 9 **Human homolog of E2 responsive zebrafish genes**. Zebrafish E2 responsive genes were mapped to homologene data base and identified human homologs are presented in this file. Click here for file

Additional file 10 **Expression patterns of subset of E2 responsive zebrafish specific genes**: Description: Of the estrogen responsive zebrafish genes, a subset of data (ZGC clones) is included here. These genes are significantly up-regulated in E2 treated male fish and their response to estrogen has been discovered for the first time. These genes appear to be fish specific and do not have human homolog. Click here for file

Additional file 11 **IPA analysis of E2 responsive genes**. Top 10 enriched functional groups in the E2 responsive genes identified by IPA are presented in this file. Click here for file

Additional file 12 **E2 responsive zebrafish genes associated with cancer**: Human homologs of zebrafish E2 responsive genes associated with different cancer types are presented in this file. Click here for file

Additional file 13 **IPA generated gene networks**: Top five gene network generated by E2 responsive genes and the molecules involved in the net work are presented in this list. Click here for file

Additional file 14 **Conserved E2 responsive genes between zebrafish and human cell lines**. 139 Conserved Estrogen Responsive Genes between Zebrafish and Human Cancer Cell Lines with or without ER binding sites. Click here for file

Additional file 15 **E2 responsive overlapping genes between zebrafish and human cell lines**. Estrogen responsive genes identified in zebrafish and each human cell lines were compared using Venn diagram. Numbers of overlapping genes and the percentage of overlap are represented in each Venn diagram. Click here for file

Additional file 16 **E2 responsive overlapping genes between human cell lines**. Estrogen responsive genes identified in human cells were compared using Venn diagram. Numbers of overlapping genes and the percentage of overlap between each cell line is presented. Overall overlap between these cell lines are presented in a four group Venn diagram. Click here for file

Additional file 17 **ERE motif analysis**. A. Distribution of ERE motif: Distribution of ERE motif (GGTCAnnnTGACC) in the flanking regions (20 Kb in 5' region; 20Kb in 3' region) from the TSS in the estrogen responsive genes of zebrafish and in the whole genome was determined and presented. The distribution of ERE motif appears to be random without specific enrichment in the flanking regions of estrogen responsive genes. B. ER binding site analysis in the human homologs of E2 responsive zebrafish genes: The analysis was done in the proximity of 100kb of these genes. We observe an enrichment of ER binding site in the conserved genes (E2 responsive both in zebrafish and human cancer cells) compared to non-overlapping gens. Randomisation was done by randomly selecting the same number of genes from the entire KnowGene collection and mapping to the same ER binding sites over 1000 times. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

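Gene expression was measured in 10 whole adult male zebrafish (4 control, 3 E2, 3 E2+ICI), each on 1 array against a common reference RNA, and the groups were taken from the labels of the samples. The deposited values are log2 ratios of sample to reference, which the authors made from GenePix image data by subtracting the local background and applying Lowess normalization within each array, and they chose the arrays by scatter plot. A second deposited table holds the log2 ratios of the same spots before the Lowess step. The versions of GenePix and of the Lowess software are not stated in the text of the paper, and no spot intensities were in the tables analysed, so that depth here means only the number of arrays. Of the 16416 probes, 6088 carry 1 gene symbol in the annotation of the array, 75 carry several and 10253 none, and 6019 of them have a gene that is also in the RefSeq gene table of the organism. Probes without a symbol were named by the human homolog that Additional File 9 gives for their GenBank accession, or by that accession, and 1 accession is shared by 172 probes. Rows of Additional Files 6 and 7 were matched to probes by accession and by their printed values within 0.002, which placed 715 of 715 and 375 of 376.

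limma 3.58.1 in R 4.3.3 was fitted once to all 10 arrays, with moderated statistics (prior degrees of freedom 4.18, median residual degrees of freedom 7), over the 16208 probes with at most 6 missing values and at least 2 values in each group. The comparisons were E2 against control, E2+ICI against control and E2+ICI against E2, each two-sided with Benjamini-Hochberg adjustment over all probes tested, and a moderated F test over the 3 groups. A probe changed back when it passed both for E2 against control and for E2+ICI against E2 with opposite signs. The share removed is the difference of the E2 and E2+ICI means divided by that of the E2 and control means, all of log2 ratios, so that it differs from a share of the fold change. Gene lists were tested with the camera method on the moderated statistics with a preset inter-gene correlation of 0.01, which compares a list with the other probes, and adjusted over the 16 lists with at least 5 probes of the 19 lists fixed. The lists cover estrogen biomarker genes of liver and brain, DNA replication, mitosis, DNA repair, oocyte, germ cell, testis, plasma protein, exocrine pancreas, muscle, lens crystallin, red blood cell, endoplasmic reticulum folding and export, oxidative stress defence, aryl hydrocarbon receptor, immediate early and Notch, immune cell, neuron and ribosomal protein genes. The study's own lists were described by direction and not tested, since they were chosen on these arrays. SAM was coded anew in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, with 35 permutations for each comparison with control, 20 for E2+ICI against E2 and 100 for the 3 groups. The constant that SAM adds to the standard error of each probe was set to the median of these errors. Its counts may thus differ from those of the paper's software. Figures were drawn with matplotlib 3.10.9. Both limma and SAM were tested on simulated data with known changes, where limma called 13 of 16008 unchanged probes for E2 against control and 2 for E2+ICI against E2, SAM called 3 for E2 against control, and a simulated share removed of 0.5 was returned as 0.505.

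The samples, tests, gene lists, thresholds, alternatives and the rule for named genes were set before the data were examined. The rule names every gene that the study names in its results text and in Figs. 1B, 1C, 2, 3 and 5, the 10 annotated probes with the largest rise and the 10 with the largest fall in E2 and the 5 of each in E2+ICI, among those that passed with all arrays of the group on 1 side of all control arrays, and from each list the 2 to 4 members with the smallest adjusted p; other list members are named where a statement on the list needs them. Figs. 1 and 2 and the first entries of Additional Files 6 and 7 had been seen when the rule was written. Alternatives were quantile normalization, array medians set to 0, array weights, a robust prior, complete probes only (13850 probes), no filter on missing values, accessions averaged, only the 2 groups compared, a replicate block, SAM, a 2-fold minimum, an adjusted p under 0.08, an estimated inter-gene correlation, the rotation test fry, which tests a list against no change and not against the other probes, and leaving out each array. After the data had been seen 4 more were added, namely repeated values set to missing, arrays scaled to equal spread, values before Lowess, and SAM over the 3 groups at a q-value under 0.08. Overlaps between comparisons that share arrays were set against 20 simulations without any effect and 6 splits of the control arrays. The quantitative PCR data and the human cell line data were not analysed here, and overlaps with cell lines were not computed, since the copies of those tables that could be read are shortened.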

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

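The values of single arrays and the lists below were picked out by rules set before the data were examined, and every test of an explanation in this part was chosen after the result had been seen.

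In 9 of 180 groups of 4 control values the highest or lowest array lay farther from the others than Dixon's critical value for 4 samples allows, where chance gives about 1 in 20 groups and so about 9, and 7 of the 9 are values of control replicate 4, the array with the lowest array weight (0.168). Control replicate 4 stood at 1.275 for TFAP2B (other controls 0.72 to 0.80), at -1.638 for jun (-2.31 to -2.30), at 0.3056 for bcor (2.13 to 2.43) and at 0.9562 for igfbp1a (0.26 to 0.32). It also stood at 0.4587 for actn3b (0.0093 to 0.056), at -0.04826 for xbp1 (-0.61 to -0.55) and at -2.574 for a cyp1a probe (-1.18 to -0.92). Control replicate 2 stood at -0.4299 for spata18 (-0.82 to -0.77) and control replicate 1 at -0.2859, its repeated value, for rps20 (-0.06 to -0.04). Leaving out control replicate 4 gave 7135 instead of 5773 probes for E2 against control.

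Median log2 fold changes in E2 fish of lists fixed here that the study did not test as such were 5.022 for oocyte genes, 2.334 for germ cell genes of both sexes and 0.9471 for endoplasmic reticulum folding and export genes; of their 13, 7 and 11 probes 12, 6 and 6 rose, and the study picked 11, 3 and 0. The third list did not pass with an estimated correlation (adjusted p = 0.142) or on values before Lowess (adjusted p = 0.134).

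The first pattern is that oocyte genes were higher in E2 and E2+ICI than in control fish. Signal of the reference RNA in the sample channel of the E2 arrays is argued against as the whole cause. It would lift every probe to the level of the oocyte probes at least. Yet 62 probes at 0 or above in every control array lay more than 1.0 (log2) below that level in every E2 array. Independent arrays would give 0.253, and before Lowess the 2 values were 93 and 3.348. In a first test the 11 oocyte probes with a control mean under -2.0 all had E2 means above 0. On normalized values this decides nothing, because some probes with a measured ratio near 1 held 0.2289, 0.2245 and 0.8437 in E2 replicates 1, 2 and 3. Before Lowess 10 of the 11 lay above 0. Their median of 0.192 was under the SD of 0.371 over all 13 oocyte probes, so that no conclusion is drawn from it. Ovarian RNA in the E2 and E2+ICI samples is a candidate explanation, for which the SD over all 13 oocyte probes (1.856 in control, 0.285 in E2 and 0.306 in E2+ICI fish) decides nothing, because 71.45% of 2000 random sets of 13 probes were also under 0.5 (log2). Estrogen receptor signalling that raises oocyte genes in male fish stays open and cannot be told apart from ovarian RNA, because ICI removed a median share of 0.207 of the log2 rise, a value between those that would favour and exclude it. The estrogen biomarkers vtg3 and nots, with log2 7.66 and 2.94 in E2 fish, also kept most of their rise, with -1.36 and -0.65 from E2 to E2+ICI. The biomarker esr1 lost more of its rise (2.09 and -1.29), so that a low share does not count against receptor signalling. The labels give all fish as male, yet the 11 probes had a median of -4.951 in control fish, so that the reference, described as liver RNA of both sexes, held more of the transcripts, and whether ovarian RNA came with the reference, with the treated fish or with both is not settled.

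The second pattern is that E2+ICI values lay between those of control and E2 fish. Reference signal in the sample channel of the E2+ICI arrays is argued against as the whole cause. The 84 probes low in both other groups had a median of -1.24 in E2+ICI fish, where signal that made the whole oocyte level would give -0.364. In control replicates 3 and 4 the median of these probes was -1.404, so that a smaller contribution of that signal is left open. A share of ovary-like RNA that is lower in E2+ICI than in E2 fish is a candidate explanation. Shares of 0.53, 0.29 and 0.666, read as ratios and not on the log2 scale from the oocyte probes of E2+ICI replicates 1, 2 and 3, gave the share removed over the study's lists to within 0.0837. This agreement decides nothing, because the study chose these lists on the same arrays for E2+ICI values that had moved back from E2. No random probe sets were run for it either. Of the 10 genes of Fig. 1B 6 lay below the level so expected by more than 1.0 (log2) in every E2+ICI array, but the study picked them on these arrays as near control in E2+ICI fish, so that this decides nothing. That ICI blocks the receptor at each gene to its own extent cannot be told apart from it, because 17.2% of the study's probes lay more than 0.5 (log2) from the level expected of 1 share.

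The third pattern is that DNA replication and mitosis genes were higher in E2 than in control fish. The same source of RNA as for the oocyte genes may account for it, and the 40 probes lay at the level that the oocyte probes give (median difference -0.00888, SD over probes 0.332), but 99.75% of 2000 random sets of 40 probes lay as near by the same bound, so that this decides nothing. Cell division raised by estrogen in tissues other than the ovary stays open, and 0 of the 40 lay above that level by more than 0.5 (log2) in every E2 array. These cannot be told apart, because whole fish were measured and both raise the same genes.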

How the results depend on the processing

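Of the tests in this part, those on repeated values set to missing, arrays scaled to equal spread and values before Lowess, and SAM over the 3 groups at a q-value under 0.08, were chosen after the data had been seen. Of the 162 named probes, 138 of 151 called for E2 against control were called with the same sign in all 22 alternatives, 42 of 95 for E2+ICI against control and 29 of 70 for E2+ICI against E2. Counts moved by more than 1.5 times, or shares by more than their SD over E2+ICI arrays, in 59 alternative values and not in 223, 1077 list tests kept their side, 30 gained and 33 lost it. By more than 1.5 times, and apart from leaving out arrays, E2 against control (5773) moved only to 2438 with a 2-fold minimum, with 4708 by SAM, 6648 with the replicate block and 7876 with array weights inside that bound, and the 3-group count (4867) only to 7358 with array weights, with 6057 under quantile normalization and 6430 by SAM at a q-value under 0.08 inside it. E2+ICI against control (1939) gave 1027 with quantile normalization, 3631 with array weights, 1214 with only the 2 groups compared, 1116 with equal spread, 1130 by SAM and 892 at 2-fold or more. E2+ICI against E2 (879) gave 3937, 3846, 3314 and 3875 under quantile normalization, array weights, 2 groups and equal spread, 386 before Lowess and 408 at 2-fold or more, and probes changed back (821) gave 3126, 3320, 2178, 3086, 363 and 343 in that order. The study's probes for E2+ICI against E2 (528) gave 1006, 963, 950, 997 and 300 in the same order up to values before Lowess. SAM at a q-value under 0.05 gave 0 for each of these 3 counts, which decides nothing, because no q-value for E2+ICI against E2 can lie below 0.0545 with 20 permutations and an unchanged share of 0.545, and these 3 values are among the 59. The share removed was 0.695 and 0.595 for the up-regulated and 0.755 and 0.798 for the down-regulated list with quantile normalization and equal spread. Lists shifted numbered 5 instead of 8 for E2 and 0 instead of 10 for E2+ICI against E2 with an estimated correlation, as this allows for members that vary together. For E2+ICI against control they numbered 8 with fry, which tests against no change, where camera called 5 against the other probes. For all other changes the cause was not tested, except that a 2-fold minimum admits fewer probes.

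Replicate numbers were not treated as pairing, since over 13850 probes r was -0.232 to 0.18 for the 9 pairs of arrays with 1 number and -0.277 to 0.328 for the others, and 0 of 10 arrays correlated best with its own number. With replicate number as a block the counts were 5765 for the 3 groups, 6648 for E2, 2040 for E2+ICI and 2047 for E2+ICI against E2, with 1875 changed back.

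Leaving out each array in turn gave 3462 to 6420 probes for the 3 groups, 4237 to 7135 for E2, 897 to 2444 for E2+ICI and 162 to 2696 for E2+ICI against E2, the last being 172, 226 and 176 without E2 replicates 1, 2 and 3, 286, 162 and 564 without E2+ICI replicates 1, 2 and 3, and 2696 without control replicate 4. Probes changed back ran from 150 to 2435, study probes from 1049 to 1084 for E2 and from 144 to 869 for E2+ICI against E2, shares removed from 0.32 to 0.465 and from 0.544 to 0.663, and lists from 7 to 9, 5 to 7 and 8 to 10.

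Directions reversed in 12 cases. With quantile normalization E2+ICI against control became -1.22 for jun, -0.0688 for plk3, -2.1 for dcdc2b, -1.42 for plagl2, -0.00631 for med13b, -1.64 for TPH1 and -0.243 for npm3, and E2 against control -0.613 for cel.2 and -0.88 for a cyp1a probe. With equal spread TPH1 became -0.639 and the cyp1a probe -0.726, and averaging accessions gave 0.581 for the second jun probe by joining it to the other. Values before Lowess shifted the median of all probes to -0.13 for E2 against control, from -0.07. Signal over background is unknown, so that probes near the background cannot be set apart, and each array's repeated value stands for up to 373 probes. Every alternative set beforehand was run, and a 2-fold minimum and the thresholds apply to counts alone.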

Differences from the paper's values

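No test in this part was chosen after the result had been seen, apart from the alternatives named as such.

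For probes that differ among the 3 groups, the paper's value is 1610 by SAM at a q-value under 8%, and 4867 passed here by limma at an adjusted p under 0.05. In every alternative set before the data were examined the value differs too, from 3462 without E2 replicate 3 to 7358 with array weights; SAM at a q-value under 0.05 gave 5044, and at the paper's threshold, a setting chosen after seeing the values, 6430, or 6372 with the paper's filter on missing values alone. No setting reached 1610, and the q-value at that rank was 0.00955. SAM was coded anew here, so that its counts may differ from those of the paper's software on the same values.

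For genes up-regulated by E2 and suppressed or normalized in E2+ICI, the paper's value is 715 and 400 probes changed back here. The criteria differ, since the paper describes SAM of 2 groups with respect to control, at a threshold it does not state, and then a cluster with lower expression in control and E2+ICI than in E2, whereas a probe here had to pass for E2+ICI against E2 too, at an adjusted p under 0.05. Of the alternatives set before the data were examined, the replicate block alone, with 891, comes within 1.5 times the paper's value, and all others do not. The totals of 1092 in the paper and 821 here, and 377 down-regulated in the paper and 421 here, lie within 1.5 times of each other. The paper's text gives 377 down-regulated genes in the results and 376 in the methods, and its Additional File 7 has 376.

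For the smallest fold change over the selected genes, the paper's value is 2, and it was 1.127 over the study's lists here; in every alternative set before the data were examined it differs as well.

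For the largest fold change over the genes of Figs. 1B and 1C, the paper's value is 128, and it was 235.1 here; with quantile normalization it was 84.38, a log2 gap of 0.601 to the paper's value that is under the SD over arrays of that probe (0.635), and under all other alternatives set before the data were examined it differs by more than both this SD and 1.5 times. Over all genes of the study's lists the paper's largest fold is 130 and it was 248.8 here, a log2 gap of 0.936 that is under the SD over arrays of that probe (1.219), whereas without control replicate 3 (339.8) and without E2 replicate 1 (322.5) the gap is larger than that SD.

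By quantitative PCR, the paper's folds for vtg3 are 200 in E2 and 80 in E2+ICI and for esr1 4 in E2, and the array folds here were 202, 78.65 and 4.248. The paper treats vtg3 as suppressed by ICI, and here its array difference between E2+ICI and E2 did not pass (adjusted p = 0.0564); neither did that of esr1 (adjusted p = 0.0539). With vtg3 the difference passed under quantile normalization, array weights, only the 2 groups compared, the replicate block and without control replicate 2 or 4, and under equal spread, which was chosen after seeing the values (adjusted p over all alternatives 0.00709 to 0.198). With esr1 it passed under the same settings except without control replicate 2, and with complete probes only (0.0045 to 0.201). Of the study's down-regulated probes 368 of 375 passed for E2 against control, and of its probes in both directions 528 passed for E2+ICI against E2; over the alternatives set before the data were examined the latter was highest, at 1006, with quantile normalization. The paper names JUN as up-regulated, which 1 of its 2 probes was (log2 2.35), while the other probe of the same accession was lower in E2 fish (log2 -1.18).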

Other observations

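Tests of explanations and the counts over other groupings of the arrays in this part were chosen after the result had been seen, whereas the gene lists and their tests were set before.

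Of 11 probes for protein folding and export in the endoplasmic reticulum 6 were higher in E2 than in control fish, and the list as a whole did not pass with an estimated correlation (adjusted p = 0.142). Its members pdia6 and canx had log2 fold changes of -0.31 and -0.27, which did not pass. The chaperone gene hyou1 averaged -0.37 ± 0.05 in control, 0.62 ± 0.11 in E2 and 0.25 ± 0.11 in E2+ICI fish (E2 against control log2 0.99, SE 0.13, adjusted p = 0.000151), and the translocon-associated genes ssr2 and ssr4 rose by 1.05 and 0.95. The stress transcription factor xbp1 rose by 1.1 (adjusted p = 0.000376, but 0.0528 on values before Lowess, range 3.27e-06 to 0.0528), with control replicate 4 at -0.04826 and the other controls lower. In E2 fish 6 higher and 0 lower of 11 (8 and 0 when adjusted over the list alone) passed, with a median log2 fold change of 0.95 (camera, adjusted p = 0.021; adjusted p = 0.142 with an estimated correlation, and 0.134 on values before Lowess). From E2 to E2+ICI the counts were 0 higher and 0 lower of 11 (0 and 5 when adjusted over the list alone), with a median of -0.39 (camera, adjusted p = 0.0114; adjusted p = 0.144 with an estimated correlation). Of muscle genes, the chaperone gene unc45b fell by 1.30 (log2, SE 0.19, adjusted p = 0.000346), the calcium channel gene cacng1a fell by 1.53 (SE 0.17, adjusted p = 5.53e-05) and the myosin gene myl7 fell by 1.35 (SE 0.21, adjusted p = 0.000456) in E2 fish. Over the list 1 higher and 6 lower of 19 (1 and 6 when adjusted over the list alone) passed in E2 (camera, adjusted p = 0.0653, range 0.00483 to 0.305, and 0.0477 without control replicate 3; also under 0.05 with fry, quantile normalization, repeated values set to missing, equal spread and before Lowess) and 3 higher and 0 lower of 19 (6 and 0 when adjusted over the list alone) from E2 to E2+ICI, with a median of 0.49 (camera, adjusted p = 0.00729; adjusted p = 0.144 with an estimated correlation). The higher muscle probe in E2 fish was ckma (log2 0.44), which was at the arrays' repeated values on 8 of 10 arrays.

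The leukocyte gene lcp1 averaged 0.10 ± 0.18 in control, -1.12 ± 0.08 in E2 and -0.38 ± 0.30 in E2+ICI fish and fell in E2 fish (log2 -1.22, SE 0.17, adjusted p = 0.000253), and the myeloperoxidase gene mpx of neutrophils averaged 1.84 ± 0.14, 0.69 ± 0.33 and -0.23 ± 0.10 in the same order and was lower in E2+ICI fish (log2 -2.07, SE 0.17, adjusted p = 2.52e-05). Over immune cell genes 0 higher and 4 lower of 10 (0 and 4 when adjusted over the list alone) passed in E2 (camera, adjusted p = 0.0653, and 0.0481 without control replicate 4, range 0.00311 to 0.108; also under 0.05 with fry, array weights and the replicate block). Of testis genes, the steroid synthesis gene cyp17a1 rose by log2 1.96 (SE 0.19, adjusted p = 2.21e-05), the cilium gene rsph9 had -0.85 (SE 0.17, adjusted p = 0.0027) and the list gave 2 higher and 3 lower of 6 (2 and 3 when adjusted over the list alone) (camera, adjusted p = 0.705). The gene ahr2, an aryl hydrocarbon receptor, had a log2 fold change of -1.02 in E2 fish (SE 0.17, adjusted p = 0.000889), and its list gave 0 higher and 1 lower of 5 (0 and 1 when adjusted over the list alone) (camera, adjusted p = 0.297). Over the same comparison, red blood cell genes gave 0 higher and 2 lower of 8 (0 and 3 when adjusted over the list alone) (camera, adjusted p = 0.188), neuron and brain genes 2 higher and 1 lower of 18 (2 and 0 when adjusted over the list alone) (camera, adjusted p = 0.666) and ribosomal protein genes 3 higher and 0 lower of 16 (2 and 0 when adjusted over the list alone) (camera, adjusted p = 0.666). The higher ribosomal probes rpl36a, rpl6 and rps20 were at the arrays' repeated values on 10, 7 and 4 of 10 arrays, so that the rise of rpl36a was not measured and that of the others only in part. For exocrine pancreas genes the counts were 0 higher and 1 lower of 4 (0 and 1 when adjusted over the list alone), with cpa5, a carboxypeptidase, at log2 -1.60 (SE 0.17, adjusted p = 4.42e-05), and for crystallin genes of the lens they were 0 higher and 2 lower of 2 (0 and 2 when adjusted over the list alone), both lists being too small for a test. In E2+ICI against control, lists apart from oocyte, germ cell, mitosis, replication and repair genes did not pass, the nearest being red blood cell genes (adjusted p = 0.0531, range 0.0187 to 0.408; below 0.05 without control replicates 2 or 3, E2 replicates 1 or 3, or E2+ICI replicate 2, at 0.0261, 0.0253, 0.041, 0.0489 and 0.0187, and with only the 2 groups compared and before Lowess) and immune cell genes (adjusted p = 0.0636, range 0.0274 to 0.201; 0.0478 without control replicate 4 and 0.0274 without E2 replicate 1, and under 0.05 with fry, quantile normalization, array weights, 2 groups, the replicate block and before Lowess). Germ cell genes gave 5 higher and 0 lower of 7 (6 and 0 when adjusted over the list alone) in that comparison (camera, adjusted p = 8.44e-08; adjusted p = 0.00881 with an estimated correlation).

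From E2 to E2+ICI, oocyte genes gave 0 higher and 3 lower of 13 (0 and 10 when adjusted over the list alone) with a median of -0.94 (camera, adjusted p = 8.29e-06; adjusted p = 0.155 with an estimated correlation), germ cell genes 0 higher and 0 lower of 7 (0 and 2 when adjusted over the list alone) with a median of -0.63 (camera, adjusted p = 0.005; adjusted p = 0.154 with an estimated correlation) and repair genes 0 higher and 2 lower of 9 (0 and 4 when adjusted over the list alone) with a median of -0.35 (camera, adjusted p = 0.00299; adjusted p = 0.112 with an estimated correlation). Plasma protein genes gave 3 higher and 0 lower of 10 (5 and 1 when adjusted over the list alone) with a median of 0.95 (camera, adjusted p = 0.005; adjusted p = 0.154 with an estimated correlation). Aryl hydrocarbon receptor genes gave 0 higher and 0 lower of 5 (3 and 0 when adjusted over the list alone) (camera, adjusted p = 0.0313; adjusted p = 0.112 with an estimated correlation, and 0.0764 without E2+ICI replicate 1). Immediate early and Notch genes gave 2 higher and 1 lower of 23 (7 and 2 when adjusted over the list alone) (camera, adjusted p = 0.0313; adjusted p = 0.144 with an estimated correlation, and 0.052 without E2 replicate 1, 0.0916 without E2+ICI replicate 1 and 0.0897 without E2+ICI replicate 2).

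A hypothesis for the lower plasma protein genes of E2 fish is that ovary-like RNA diluted the RNA of all other tissues, so that genes of muscle, red blood cells and neurons would fall alike. The median of the 10 plasma probes lay -0.539 from that of 45 probes of those tissues (-0.82, SD over probes 1.2, against -0.28, SD 0.924; permutation test, two-sided p = 0.035), a p-value that takes the probes as independent. Of these, 3 plasma and 5 other probes held a repeated value on some arrays, on 8 for ckma and 6 for actc1b, and without such probes the difference was -0.659 (7 and 40 probes; permutation test, two-sided p = 0.021). Plasma protein probes vary together (estimated correlation 0.29), and the list did not pass when this was allowed for (adjusted p = 0.311), so that dilution is left open.

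The arrays were also regrouped with the same group sizes, in every possible way for 2 groups and in 100 ways, the real one included, for 3. For E2 against control, 1 of 35 groupings gave as many probes as the real one (5773), which argues against a chance result, but the highest other count was 2407, from control replicate 4 grouped with the 3 E2 arrays, which points to a structure of the samples in which that array stands apart. For the study's probes in this comparison (1082) it was 1 of 35, with 0 in the highest other grouping. That count decides nothing, because the study chose these probes and their directions on the real grouping of these arrays. For E2+ICI against control (1939) it was 1 of 35, with 18. For the 3 groups (4867) and for probes changed back (821) it was 1 of 100, with 2697 and 709 as the highest others, the second of which is not far below the real value. For the number of gene lists shifted, 10 of 35 groupings gave as many as the 8 for E2 (highest other 10) and 12 of 35 as many as the 5 for E2+ICI (highest other 8), so that chance cannot be excluded for these numbers. For E2+ICI against E2 the 10 groupings are too few to tell, with 879 probes, 528 study probes and 10 lists for the real grouping and 0, 0 and 7 for the highest others, each real value being reached by 1 grouping.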
